# Altered Osteoblast Metabolism with Aging Results in Lipid Accumulation and Oxidative Stress Mediated Bone Loss

**DOI:** 10.14336/AD.2023.0510

**Published:** 2024-04-01

**Authors:** Ananya Nandy, Alison Richards, Santosh Thapa, Alena Akhmetshina, Nikita Narayani, Elizabeth Rendina-Ruedy

**Keywords:** osteoporosis, lipid droplet, bioenergetics, lipid, aging

## Abstract

Cellular aging is associated with dysfunction of numerous tissues affecting multiple organ systems. A striking example of this is related to age-related bone loss, or osteoporosis, increasing fracture incidence. Interestingly, the two compartments of bone, cortical and cancellous or trabecular, rely on different mechanisms for development and maintenance during ‘normal’ aging. At a cellular level, the aging process disturbs a multitude of intracellular pathways. In particular, alterations in cellular metabolic functions thereby impacting cellular bioenergetics have been implicated in multiple tissues. Therefore, this study aimed to characterize how metabolic processes were altered in bone forming osteoblasts in aged mice compared to young mice. Metabolic flux analyses demonstrated both stromal cells and mature, matrix secreting osteoblasts from aged mice exhibited mitochondrial dysfunction. This was also accompanied by a lack of adaptability or metabolic flexibility to utilize exogenous substrates compared to osteoblasts cultured from young mice. Additionally, lipid droplets accumulated in both early stromal cells and mature osteoblasts from aged mice, which was further depicted as increased lipid content within the bone cortex of aged mice. Global transcriptomic analysis of the bone further supported these metabolic data as enhanced oxidative stress genes were up-regulated in aged mice, while osteoblast-related genes were down-regulated when compared to the young mice. Collectively, these data suggest that aging results in altered osteoblast metabolic handling of both exogenous and endogenous substrates which could contribute to age-related osteoporosis.

## INTRODUCTION

Bone is one of the hardest tissues in the body which very often is mistakenly considered inert. However, it is an incredibly dynamic tissue [1]. Bone creates the skeletal structure of our body while protecting and supporting soft tissues. In this capacity it is constantly combating external forces to maintain homeostasis between the formation of new bone and resorption of old bone [2, 3]. This balance can get disrupted by multiple diseases like osteogenesis imperfecta [4, 5], osteoporosis [6], hyperthyroidism [7] or physiological conditions like menopause [8], diabetes [9], aging [10], leading to impaired skeletal quality and increasing the incidence of fracture.

Loss of bone mass with age, or age-related osteoporosis, is a very common phenomenon which occurs in humans. Interestingly, in mice aging is primarily associated with the decline of trabecular or cancellous bone [11], while varying responses have been noted in the cortical bone compartment. Few reports suggest aging leads to increase in total bone area, medullary area, and cortical density and a decrease in cortical thickness of long bone [11] whereas another shows that cortical tissue mineral density (Ct. TMD) also increases with age [12]. This report further shows cortical thickness of vertebra also increases with age. Age-related osteoporosis has been associated with multiple factors like osteoblastic dysfunction [13], accumulation of reactive oxygen species (ROS) and increased oxidative stress in bone cells [14, 15], reduced number of osteoblasts[16],along with an increase in bone marrow fat [17, 18]. Several reports suggest aging results in reduced osteoblast differentiation capacity while shifting bone marrow stromal cells more towards an adipogenic lineage [19]. Shorter lifespan of matured osteoblasts due to apoptotic cell death is another reason for loss of osteoblasts with age [20, 21]. These mechanisms can lead to reduced bone formation due to lack of osteoblasts and/ or impaired function.

Aging has been associated with the redistribution of fat in several tissues which normally do not accumulate fat [22], where, there is ectopic lipid storage in organs such as the pancreas [23], skeletal muscle [24], heart [25], bone marrow [26, 27] along with a concomitant decrease in subcutaneous and visceral adipose depot. Expansion of bone marrow adipose tissue (BMAT) has also been described with aging [28]. While these phenomena of ectopic lipid accumulation during aging are not fully understood, higher levels of oxidized fatty acid have been detected in aged bone marrow [19, 29] which could influence osteoblast metabolism and function. However, no studies to date have investigated how aging impacts osteoblast metabolism. Therefore, in this study we have aimed to understand how osteoblast metabolism is altered in aged mice. We have compared the bioenergetic profile of *ex vivo* differentiating osteoblasts from 2-month-old mice, which are expected to be within their active phase of skeletal acquisition, with those from aged, 22-month-old mice We report here, that like the ectopic lipid storage in other organs, aging results in the accumulation of lipid content in the bone cortex as well. Interestingly, we also observed bone marrow stromal cells (BMSCs) from the aged mice were loaded with neutral lipids, whereas lipid accumulation slowly progressed during osteoblast differentiation in young mice. Additionally, we demonstrate vastly different metabolic profiles between young vs. aged osteoblasts at both transcript and activity level, which is expected to be contributing to the age-related impairment in bone formation.

## MATERIAL AND METHODS

### Mice

Young, 2-month-old, C57BL/6J male mice were purchased from Jackson Laboratory (stock 000664), while aged (16-month-old) male C57BL/6J mice were obtained from the National Institute of Aging (NIA) Colony and further aged to 22 months in house. Mice were maintained in a clean environment in accordance with guidelines of the Institutional Animal Care and Use Committee (IACUC). During maintenance, the mice were kept under standard 12 hours light/ dark cycle and had *ad libitum* access to standard chow diet and water.

### Micro-computed Tomography (μCT)

Tibia from the mice were cleaned of soft-adhering tissue, placed in 10% neutral-buffered formalin (NBF) for 48 hrs, and then stored in 70% ethanol. The proximal and mid-diaphysis of these tibiae were imaged using an *ex vivo* micro-computed tomography (μCT) scanner (μCT 50, Scanco Medical AG, Brüttisellen, Switzerland). Peak X-ray tube intensity and current of 70 kVp and 114 mA, respectively, 500 projections per full rotation of the sample, and an integration time of 300 ms, image stacks with an isotropic voxel size of 6 μm were acquired for the tibia metaphysis and diaphysis. Trabecular bone was analysed by identifying a region of interest (ROI) 180 μm distal from the proximal tibia growth plate to include a region of secondary spongiosa extending distally of 1.2 mm. Cortical bone was analysed to include 1.2 mm ending at the tibia-fibular junction.

### Isolation of bone marrow stromal cells or haematopoietic stem cells and culturing osteoblasts

Primary murine bone marrow stromal cells (BMSCs) and haematopoetic stem cells (HSCs) were isolated as previously described [30]. Briefly, after removing adherent soft tissue from femur, tibia and iliac crests, their distal and proximal ends were opened. Total bone marrow was isolated by centrifugation at 12,000 RPM for 30 seconds and was plated in complete α-MEM (α-MEM (Sigma; M0450), 10% FBS (Avantor; 89510-186), 1% penicillin/ streptomycin (Sigma; P4333)). Cells were incubated at 37°C in presence of 5% CO_2_. According to the plastic adherence theory, the adherent mesenchymal stromal cells or BMSCs adhered to the plastic flask, while the non-adherent population was used for HSCs [31, 32]. The adherent BMSC population was trypsinized (Sigma; T4049) after 48 hours, counted and plated in appropriate tissue-culture treated plates at appropriate numbers. BMSCs were then cultured in osteogenic medium (complete α-MEM, 50 µg/mL ascorbic acid (Sigma; A4544), and 5 mM β-glycerol phosphate (Sigma; G9422)) to induce osteoblast differentiation after the cells become 80% confluent [30].

For culturing HSCs, the non-adherent cell populations were isolated by centrifugation (2,500 x *g*) of the supernatant. These cells were then counted and seeded accordingly in complete DMEM media (DMEM (Sigma; D64290), 10% FBS, 1% penicillin/ streptomycin) to culture them at 37°C in presence of 5% CO_2_.

### Seahorse Flux Assays

ATP rate assay: To measure metabolic flux in real time by different seahorse based assays, BMSCs were plated in Seahorse XFe 96-well plates at 2.5 × 10^4^ cells/well and cultured under osteogenic conditions for either 0, 3, or 8 days, as we have previously demonstrated these timepoints to be reflective of an immature stromal cell, committed osteo-progenitor, or mature, matrix secreting osteoblast, respectively [33]

At specified timepoints, ATP rate assay was performed. Briefly, after removing cell culture media the cells were washed with basal assay DMEM medium (Agilent; 103575-100) in the absence or presence of 10mM glucose (Agilent; 103577-100), 2mM glutamine (Agilent; 103579-100), 1mM sodium pyruvate (103578-100), 200 nM insulin and 60µM oleic acid-BSA (Sigma; O3008). During the assay, a final concentration of 2 µM oligomycin A (Sigma; 75351) and 1 µM rotenone/1 µM antimycin A (Sigma; R8875, A8674) were injected while oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were monitored in real time. Considering the stoichiometry of the glycolytic pathway, the percentage of glycolysis is calculated mainly based on the ECAR. Conversely, the rate of oxygen consumption that is coupled to ATP production during oxidative phosphorylation can be calculated as the OCR that is inhibited by addition of the ATP synthase inhibitor, oligomycin.

Mito fuel flex assay: To measure flexibility and dependency of the cells on different nutrients, Mito fuel flexibility assay was done. Three different inhibitors were used independently or as a mixture of two: 2µM UK5099 (2-cyano-3-(1-phenyl-1H-indol-3-yl)-2-propenoic acid) (PZ0160), 3µM BPTES (Bis-2-(5-phenylacetamido-1,3,4-thiadiazol-2-yl) ethyl sulfide) (Sigma; SML0601), and 4µM Etomoxir (Sigma; E1905). This assay determines the rate of oxidation of these three different fuels by measuring mitochondrial respiration via OCR of the cells in the presence or absence of fuel pathway inhibitors. Based on the sequential introduction of these inhibitors, mitochondrial substarte utlization can be interrogated. demand.

Mito Stress assay: To measure the mitochondrial ATP production and proton leak of the cells, Mito stress assay was performed. At the timepoints indicated, according to the manufacturers protocol (Agilent; 103015-100) with minor differences listed previously. Briefly after removing cell culture media the cells were washed with basal assay DMEM medium and assays were performed in the basal media or in presence of cocktail of external nutrients of 10mM glucose, 2mM glutamine, 1mM sodium pyruvate, 200nM insulin and 60µM oleic acid in the basal media. During the assay, sequential injections of 2µM oligomycin A, 2µM FCCP (Sigma; C2920), 1µM rotenone/ 1µM antimycin A mixture inhibitors are used to efficiently analyze the effect on mitochondrial function and calculate proton leak and mitochondrial ATP production.

For all Seahorse assays, Hoechst 33342 stain (Thermo Scientific; 62249) was also injected in the last port and a Cytation 5 (BioTek) was used to provide cell counts, both for normalization and to monitor proliferation throughout differentiation.

### Immunostaining, imaging, and analysis

BMSCs or HSCs were seeded on collagen treated glass coverslips at a density of 1.75× 10^5^/mL and grown in presence of osteogenic media or in DMEM with 10% FBS. BMSCs in osteogenic media were fixed at the mentioned time points whereas HSCs were fixed after 3 days using neutral buffered, methanol-free 4% formaldehyde for 20 minutes. Cells were washed thrice in 1X phosphate buffered saline (PBS) and then were stained for lipid droplets using 10µM BODIPY 493/503 (Thermo Fisher; D-3922) solution for 1 hour at room temperature followed by three more washes with 1X PBS. For Runx2 staining, the cells were blocked and permeabilized in 0.2% Gelatin B (Sigma; G-9391) with 0.1% Saponin (Sigma; 47036) in PBS for 10 minutes after fixing. Immunostaining with Runx2 (Cell Signalling Technology; D1L7F) was done overnight in 0.2% Gelatin B with 0.01% Saponin overnight at 4°C. After washing three times with PBS, we incubated cells with secondary antibody (Invitrogen; Alexa Fluor Goat Anti- Rabbit 647; A32733) in the same buffer for 1 hour at room temperature. Finally, the cells were washed thrice in PBS and once in distilled water then mounted on slide. The coverslips were mounted on slides using the Prolong Glass Antifade Mountant with NucBlue (Thermo Fisher; P36981). For secondary antibody control staining of BMSCs exact same protocol was followed except adding Runx2 in the immunostaining buffer. Confocal Z stacks with 0.30 mm thickness were taken using Zeiss LSM 880. The percentage of Runx2 positive cells were measured with respect to total number of cells in one field. Total number of cells were counted based on DAPI staining. Lipid droplets were identified and counted using built in object identification program in Gen5 software. The same program was used to measure the intensity of these identified lipid droplets.

### Fluorescent fatty acid pulse chase and lipolysis assay

Cells seeded on 6 well plates at a density of 5×10^5^/mL were incubated with complete α-MEM media containing 2 μM BODIPY 558/568 C_12_ (Thermo Fisher; D3835) for 16 h on the indicated time points during osteo-blastogenesis. Cells were then washed three times with 1X PBS and chased for 6 h in α-MEM media with 2% fatty acid free BSA (Sigma; A8806) and 1% penicillin/ streptomycin with 10µM Triacsin C (fatty acyl CoA synthetase inhibitor). The supernatant was collected and harvested for lipid extraction. Lipid was extracted following Bligh and Dyer method [34]. Briefly, four volumes of chloroform: methanol (1:2) (Sigma; 319988, 179337) was added to the supernatants and the mixture was vortexed. One volume of 50mM citric acid (Sigma; 251275), one volume of distilled water and one volume of chloroform were added sequentially to it and again vortexed. This final mixture was then centrifuged at 10,000 RPM for 10 minutes. The lower organic phase was isolated and dried. The dried lipid extract was resuspended in chloroform: methanol (2:1) mixture and loaded on thin layer chromotography (TLC) (Sigma; 1.05553.0001). Lipids were separated by developing TLC at room temperature in the solvent system of cyclohexane: ethyl acetate (1:2) (Sigma; 34855,650528) [35] and fluorescent lipids were visualised using iBright 1500 (Thermo Fisher). Fiji was used to analyse the fluorescent lipid bands where integrated density of the lipid bands from each sample was normalised with the integrated density for the origin of that sample.

### RNA isolation and NextGen Sequencing

Total RNA was isolated from the flushed femur cortex (devoid of marrow elements) following pulverization and submitted to VANTAGE to gain a deep profile of transcriptional regulation of osteoblast function upon aging relative to lipid metabolism, cell bioenergetics, and bone formation. The VANTAGE Core performed QC analysis of the RNA using the Agilent Bioanalyzer and an RNA Qubit assay. RNASeq libraries were prepared using 200 ng of total RNA and the NEBNext rRNA Depletion Kit (NEB, Cat: E6310X) per manufacturer’s instructions. This kit employs an RNaseH-based method to deplete both cytoplasmic (5S rRNA, 5.8S rRNA, 18S rRNA and 28S rRNA) and mitochondrial ribosomal RNA (12S rRNA and 16S rRNA) from human, mouse, and rat total RNA preparations. The mRNA was enriched via poly-A-selection using oligoDT beads and then the RNA was thermally fragmented and converted to cDNA. The cDNA was adenylated for adaptor ligation and PCR amplified. The libraries were sequenced using the NovaSeq 6000 with 150 bp paired end reads targeting 50M reads per sample. RTA (version 2.4.11; Illumina) was used for base calling and analysis was completed using Dragen RNA Pipeline (v3.7.5).

The raw data was submitted to VANGARD for analysis. Adapters were trimmed by Cutadapt (v2.10). After trimming, reads were mapped to the mouse genome GRCm38.p6 using STAR (v2.7.8a) and quantified by feature Counts (v2.0.2). DESeq2 (v.1.30.1) was used to detect differential expressions between two groups. WebGestaltR (v0.4.4) was used to perform functional enrichment analysis against Gene Ontology and KEGG. GSEA (v4.2.3) was used to find enriched pathways against HALLMARK gene sets in MsigDB (v7.5.1). Differentially expressed genes belonging to metabolic pathways were determined.

### Lipid isolation from bone and TLC analysis

Mouse tibia: Flushed tibia cortex (devoid of marrow elements) was pulverized and used to harvest total lipid by Bligh and Dyer method [34] mentioned previously. However, the powder obtained from total flushed tibia after pulverization was weighed before adding chloroform: methanol (1:2) mixed to it for normalization. Also, the powder was kept overnight in chloroform, methanol mixed in a 37°C water bath for better and complete extraction before the following steps were performed. Finally, the dried lipid extract was resuspended in equal volume of (80 µl) chloroform: methanol (2:1) mixture and loaded on TLC (Sigma; 1.05553.0001). Lipids were separated by developing TLC in 4°C in the solvent system of hexanes: di ethyl ether: acetic acid (70:30:1) (Sigma; 293253, Emparta; 1.07026.2500, Sigma; 695092). The TLCs were stained using 10% (wt/vol) copper sulphate in an 8% (vol/vol) phosphoric acid solution, followed by charring at 120°C for visualization of lipids. Fiji was used to analyse the lipid bands where integrated density of the lipid bands from each sample were normalised with the weight of the powdered bone sample.

Human bone: Cadaveric tissues were stored fresh-frozen and obtained from the Musculoskeletal Transplant Foundation (Edison, NJ, USA), the Vanderbilt Donor Program (Nashville, TN, USA), and the National Disease Research Interchange (Philadelphia, PA, USA). Cortical bone samples were extracted from the proximal quadrant of the femoral mid-shaft of human donors (male donors, aged 65 to 82 years old). Specimens (one per donor) were cut using a circular low-speed, diamond-embedded saw (Model 660; South Bay Technology, Inc., San Clemente, CA, USA) and machined using an end mill to a specimen with 5mm thickness and 1.8mm length. These samples devoid of marrow material were then pulverized, weighed and used to extract lipid by Bligh and Dyer method [34] in a similar manner as that from mouse bone. However, for running TLCs, since the weight of the powdered bones were much higher and variable, the dried lipids were resuspended according to weight of the powdered samples. TLC development and lipid visualization was done in a similar manner as for lipid from mouse bones.

### Statistical Analysis

Statistical analyses were performed in GraphPad Prism V9. Normal distribution assumption for sample size<40 was evaluated using Shapiro-Wilk normality test. Statistically significant differences across two groups were evaluated using Student's two-tailed unpaired *t* test with significance defined as p<0.05 when normal distribution was met when normality assumptions were not met, an alternative non-parametric test (Mann-Whitney test) was used. Data expressed are either mean ± standard deviation (SD) or mean ± standard error of mean (SEM) as described. Micro CT analysis and RNA-sequencing were done with 5 mice from each group, for cell culture experiments stromal cells were obtained and pooled from 6 mice in each group. For the statistical analysis of RNA-sequencing, see “RNA isolation and NextGen Sequencing” above.

## RESULTS

### Trabecular bone is drastically reduced during aging while Cortical bone expands

In line with previous reports our data also showed drastic loss of trabecular bone in the tibia metaphysis of aged mice (Fig. 1A) quantified by significantly lower BV/TV (6.277% ± 0.48 versus 16.86% ± 0.68) (Fig. 1B), connectivity density (Conn.Dens; 35.98mm^-3^ ±7.72 versus 580.1mm^-3^ ± 151) (Fig. 1C), trabecular number (Tb.N; 2.956mm^-1^ ± 0.13 versus 6.96mm^-1^ ± 0.20) (Fig. 1D), with higher trabecular separation (Tb.Sp; 0.3548mm ± 0.018 versus 0.1477mm ± 0.0038) (Fig. 1E) and trabecular thickness (Tb.Th; 0.0446mm ± 0.0018 versus 0.0395mm ± 0.00067) (Fig. 1F).

The Structure Model Index was similar between the two groups (Tb. SMI; 2.11 ± 0.079 versus 2 ± 0.051) (Fig. 1G). The length of tibia from the older mice was slightly higher than that of younger mice (18.40mm ± 0.069 versus 16.77mm ± 0.68). Interestingly, microCT analyses of the tibia diaphysis revealed older mice had higher cortical area (Ct.Ar; 0.694mm^2^ ± 0.041), total cross-sectional area (Crosssectional; 1.352 mm^2^ ± 0.067) as well as cortical thickness (Ct.Th; 0.1846mm ± 0.0085) compared to young mice (Ct.Ar; 0.595mm^2^ ± 0.014, Crosssectional; 1.014 mm^2^ ± 0.022 and Ct.Th; 0.1583mm ± 0.0032) (Fig. 1H,I,J&K). Although, the cortical tissue mineral density was higher in older mice (Ct.TMD; 1275mgHA/cm^3^ ± 5.57 versus 1166mgHA/cm^3^ ± 7.88) (Fig. 1L) there was no change in percentage porosity per se (Ct.Porosity; 2.32% ± 0.38 versus 2.77% ± 0.30) (Fig. 1M).

### Metabolic profile for energy production in aged and young mice are different during osteoblastogenesis

**Figure 1.**
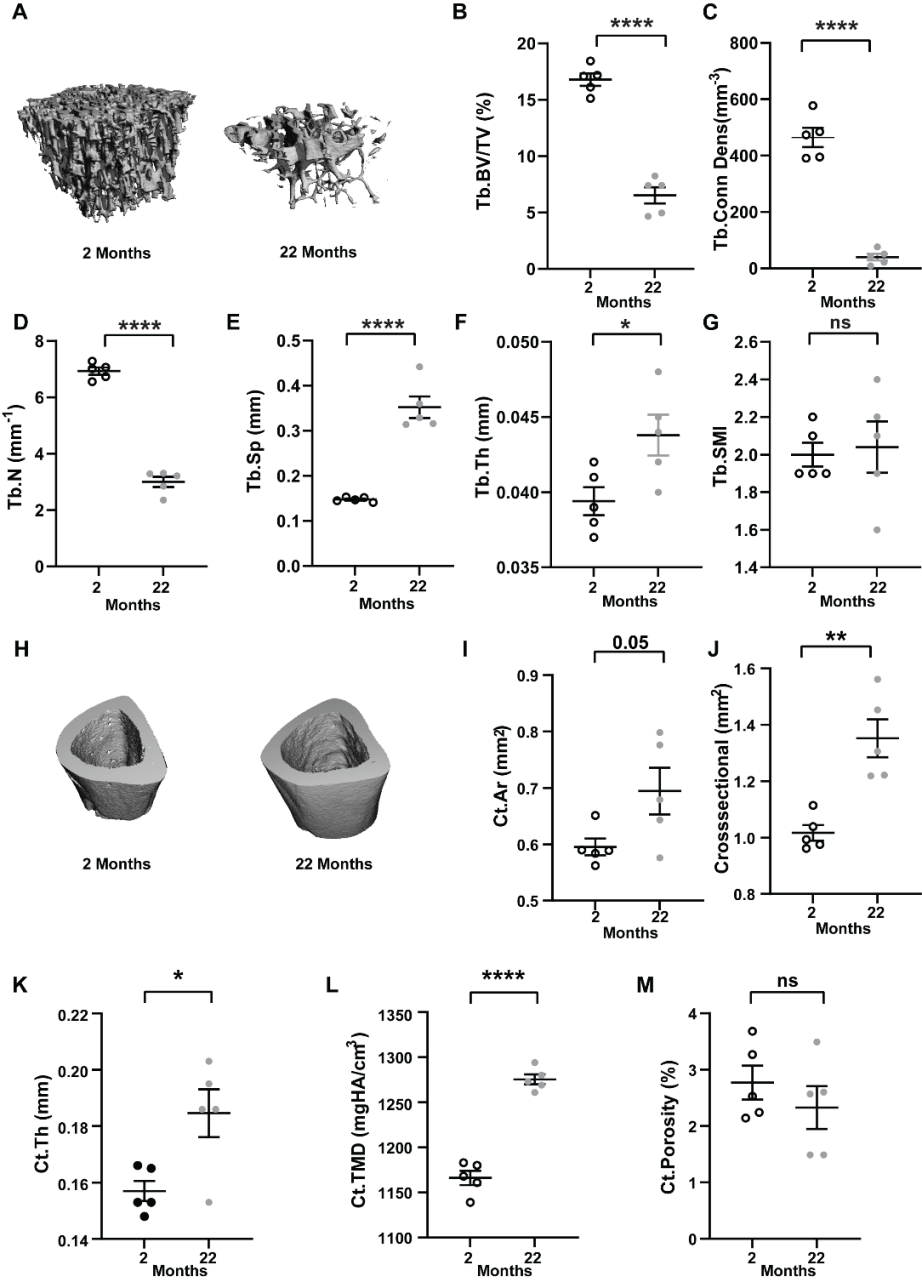
**Age-related changes in bone microarchitecture**. **(A-G)** micro computed tomography (µCT) analysis of trabecular bone; trabecular bone of tibia of 2 months or 22 months old male mice. **(A)** Representative 3D micro CT image of trabecular bone. **(B)** Percentage bone volume over total volume (Tb. BV/TV; %). **(C)** Connection density (Tb. Conn Dens; mm^-3^). **(D)** Trabecular number (Tb. N; mm^-1^). **(E)** Trabecular spacing (Tb.Sp;mm). **(F)** Trabecular thickness (Tb. Th;mm). **(G)** Trabecular structure model index (Tb.SMI;0= plates, 3= rods). **(H-M)** micro computed tomography (µCT) analysis of cortical bone; (H) Representative 3D micro CT image of cortical bone. **(I)** Cortical bone area (Ct.Ar;mm^2^ ). **(J)** Total cross-sectional area (Crosssectional;mm^2^). **(K)** Thickness (Ct. Th;mm). **(L)** Tissue mineral density (Ct.TMD;mgHA/cm^3^) (M) Percentage porosity (Ct.Porosity; %). Each dot represents data from individual animal where N=5 and data are mean ± standard error of mean. t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001.

**Figure 2.**
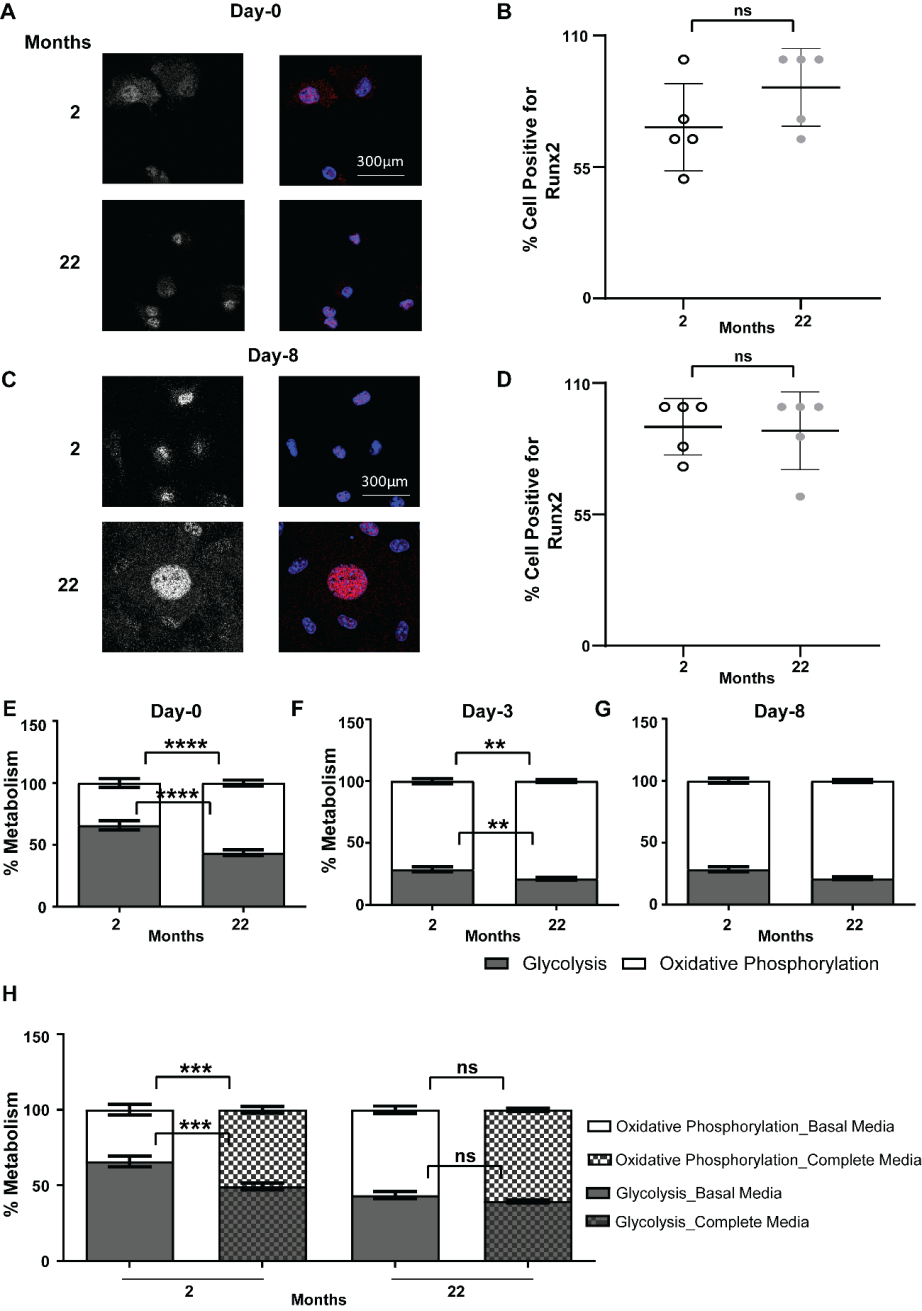
**Effect of aging on cellular metabolic profile**. **(A)** Representative confocal image of undifferentiated stromal cells on 0^th^ day and (C) fully differentiated osteoblasts on 8^th^ day of *ex vivo* differentiation of 2 months or 22 months old mice immunostained for Runx2 along with mounting with DAPI. Panel 1 shows monochrome images of nuclei staining by Runx2 whereas panel 2 shows merged image (Runx2 in red and DAPI in blue). (B, D) Quantification of percentage of Runx2 positive cells in the 2 months (open) and (D) 22 months (light gray) old mice on (B) 0^th^ and (D) 8^th^ day of differentiation. Data are mean ± standard deviation (SD) where percentage of Runx2 positive cells were counted from independent images captured in 5 different field of view of coverslip (n=5) with pooled BMSCs obtained from 6 mice (N=6) in each age group. t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001. **(E-G)** Percentage of glycolytic (shaded) versus oxidative phosphorylation (white) measured by Seahorse ATP rate assay in absence of any external nutrients during *ex vivo* osteoblastogenesis of stromal cells harvested from 2 months or 22 months old mice in (E) stromal cells on 0^th^ day before addition of differentiation media. **(F)** cells midway in their osteoblastogenesis process on 3^rd^ day of differentiation. **(G)** matured osteoblast on 8^th^ day of differentiation. **(H)** Percentage glycolysis and oxidative phosphorylation measured in stromal cells on 0^th^ day of *ex vivo* differentiation harvested from 2 months or 22 months old male mice by Seahorse ATP rate assay done in presence (with pattern in shaded or open) (Complete media) or absence (without pattern in shaded or open) (Basal media) of additional external nutrients i.e., in complete or basal media respectively. Data are mean ± standard error of mean of data normalized to cell counts per well with data from minimum 17 wells per group (n=17) done from pooled BMSCs obtained from 6 mice (N=6) in each age group. t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001.

primarily relying on oxidative phosphorylation of endogenous substrates (88.7% ± 0.5 for young mice and 87.7% ± 0.6 for old mice) and with lower glycolytic profile (11.3% ± 0.5 for young and 12.3% ± 0.6 for old mice) (Fig. 2G). Interestingly, addition of exogenous nutrients into the assay media (i.e., mix of glucose, glutamine, pyruvate, and oleic acid) was able to shift the metabolic pathway of cells of young mice from glycolysis (from 65.8% ±3.6 to 49.3% ± 2.3) to more towards oxidative phosphorylation (from 34.2% ±3.6 to 50.7% ± 2.3) on the 0^th^ day of differentiation similar to that of cells from aged mice in absence of those external nutrients (Fig. 2H). Addition of the external nutrients in the assay media was not able to cause any significant alteration in the metabolism of cells from aged mice (Fig. 2H).

### Stromal cells and matured osteoblasts from older mice have higher flexibility for endogenous nutrients for energy generation but lack the ability to adapt to addition of excess external nutrients

Stromal cells (day 0) from young mice demonstrated higher dependency on glucose (10.63% ± 2.761) compared to aged mice (4.018% ±1.455), whereas cells from aged mice showed more flexibility for all three nutrients, glucose (73.78% ± 1.45), glutamine (55.58% ± 8.37) and fatty acids (81.18% ±6.12) compared to cells from young mice (64.74% ± 2.76, 30.08% ± 6.66 and 62.68% ± 3.04 respectively) (Fig. 3A). Committed osteoblasts from 3 days in osteogenic medium derived from aged mice were also more flexible towards all three nutrients: glucose (86.63% ± 4.40), glutamine (62.63% ±1.22), and fatty acid (82.16% ± 2.51) compared to the cells from young mice (58.07% ±6.90, 36.02% ±3.27, 53.76% ±4.43 respectively) (Fig. 3A). At maturation (day 8) osteoblasts from the aged mice demonstrate maximum flexibility for all glucose (100% ± 0), glutamine (100% ± 0), and fatty acid (100% ± 0), whereas those from young mice show 80.07% ± 12.35 flexibility for glucose, 55.64% ± 5.90 for glutamine and 74.69% ±7.06 for fatty acid (Fig. 3A).

Interestingly, mature osteoblasts from young mice show more (8.89% ± 5.55) dependency on fatty acid (Fig. 3A). Given these differences in metabolism and nutrient dependency between old vs. young mice, we next investigated their mitochondrial respiration. Mitostress assay showed the cells from older mice were able to produce much higher ATP utilizing endogenous nutrients during both initial (1.541 ±0.0884 versus 0.4621 ± 0.1317) and last phase of differentiation (3.944 ± 0.1218 versus 3.271 ±0.088) (Fig. 3B and 3D). However, the difference between the two age groups decreases at later stages in osteogenic differentiation where the matured osteoblast from young mice almost catches up with the ATP production of older mice using endogenous substrate (Fig. 3D). Interestingly, the older mice were not able to adapt to addition of external nutrients as well as the younger mice. When external nutrients were added during early phase (0^th^ day) the younger mice were able to utilize them and produce more ATP (1.578 ± 0.1514 versus 0.4621 ±0.1317) whereas the ATP production by the older mice remained unaltered (1.656 ± 0.2456 versus 1.541 ± 0.0884) (Fig. 3B). However, this addition caused an increase in the proton leak in older mice (0.6470 ± 0.2177 versus -0.2119 ± 0.1609) (Fig. 3C). Addition of external nutrients were not able to affect either the ATP production (3.243 ± 0.3438 versus 3.271 ± 0.088) or the proton leak (0.8787 ± 0.2835 versus 0.7415 ± 0.0278) of younger mice at day 8 whereas it caused a decrease in ATP production (2.319 ± 0.6994 versus 3.944 ± 0.1218) and increase in proton leak (1.880 ± 0.6401 versus 0.7765 ± 0.0345) in older mice (Fig. 3D and 3E).

**Figure 3.**
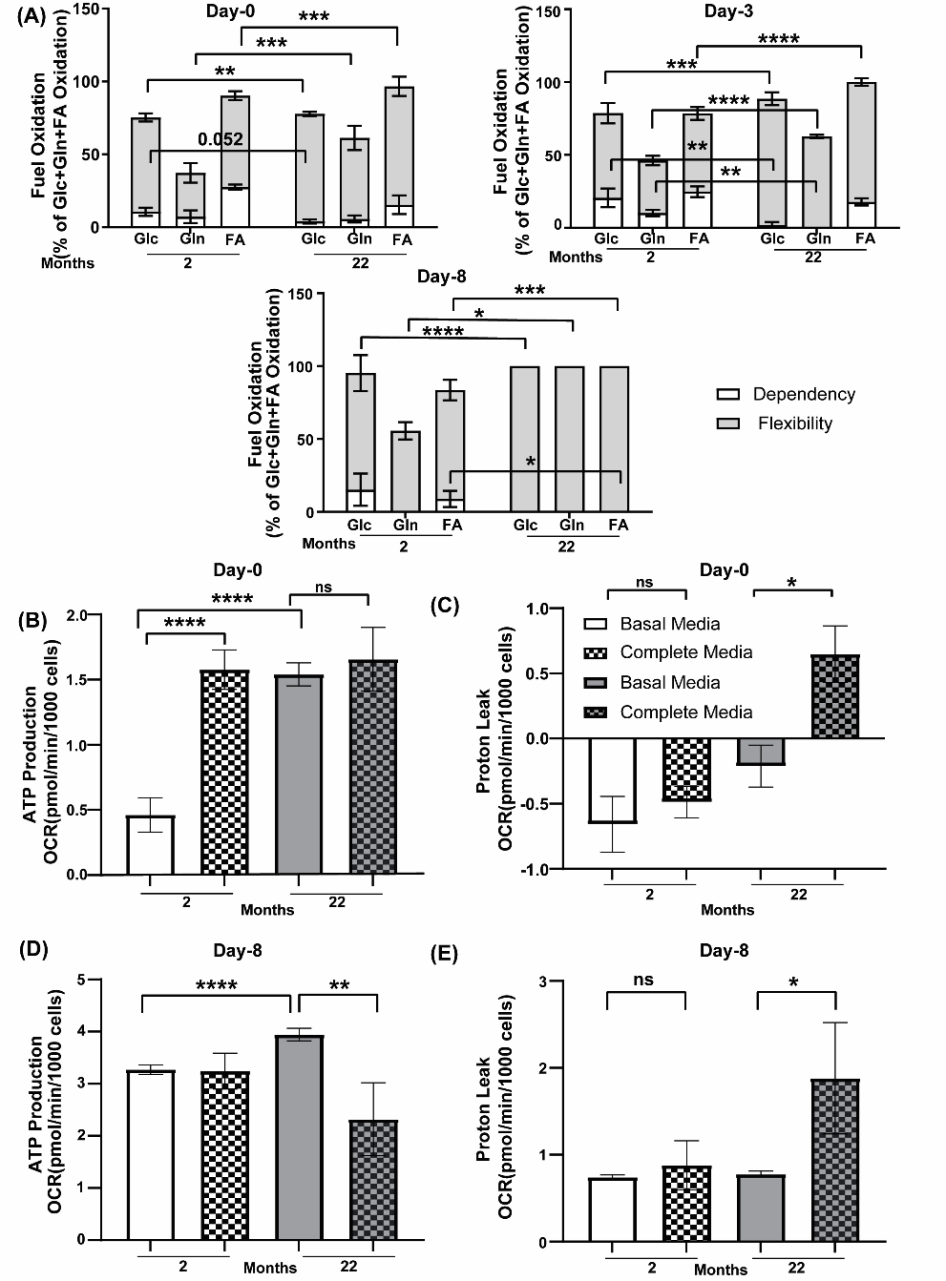
**Effect of aging on flexibility and dependency towards endogenous and exogenous nutrients**. **(A)** Dependency (open) and flexibility (lighter gray shaded) of cells from 2 months or 22 months old mice towards three basic endogenous nutrients glucose/Glc (carbohydrate), glutamine/Gln (amino acid) and fatty acid/FA (lipid) in absence of any external nutrients during *ex vivo* osteoblastogenesis (0^th^, 3^rd^ and 8^th^ day of differentiation) measured by Seahorse Mitoflex assay where data are mean ± standard error of mean of data normalized to cell counts per well with data from minimum 21 wells per group (n=21) done from pooled BMSCs obtained from 6 mice(N=6) in each age group. **(B-E)** ATP production and Proton leak measured by Seahorse Mitostress assay from 2 months(open) or 22 months (gray) old mice in presence (with pattern) (Complete media) or absence (without pattern) (Basal media) of additional external nutrients (B), **(C)** in stromal cells on 0^th^ day of *ex vivo* differentiation. **(D)**, **(E)** in matured osteoblasts on 8^th^ day of differentiation. Data are mean ± standard error of mean of data normalized to cell counts per well with data from minimum 21 wells per group (n=21) done from pooled BMSCs obtained from 6 mice (N=6) in each age group. t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001.

### Stromal cells from aged mice have higher cellular nutrient availability in form of stored lipid droplets to utilize for oxidative phosphorylation during early phase of differentiation

To determine potential endogenous fuel sources for oxidative phosphorylation, we imaged osteoblasts throughout differentiation for neutral lipid droplets. BODIPY 493/503 staining was done to measure the total neutral lipid component of these cells. Total neutral lipid was higher in cells from older mice during both early (6141 AU ± 15.59 on 0^th^ day) and late phases (6144 AU ± 16.72 on 8^th^ day) of osteoblast differentiation compared to that of young mice (5887 AU ± 79.35 and 5984 AU ± 22.65 respectively) (Fig. 4A and 4B). Also, the number of lipid droplets per cell were significantly higher during early phase of differentiation in the cells from aged mice (177.9 ± 25.88 versus 12.78 ± 8.29) (Fig. 4C). Even the matured osteoblasts from the old mice on 8^th^ day of differentiation shows a higher trend for intracellular lipid droplet number, although not statistically significant (Fig. 4C). Furthermore, BMSCs isolated from young mice demonstrate increased lipolysis occurring in response to osteoblast differentiation as evidenced by higher amounts for fatty acid detected in the supernatant during later time point of differentiation (from 0.9148 ± 0.037 AU at day 0 to 1.144 ± 0.062 AU at day 7) (Fig. 4D and 4E). Although, this increased release of fatty acids was not detected aged mice as osteoblast matured (Fig. 4D and 4E), interestingly stromal cells from aged mice showed more trend towards lipolysis compared to cells from younger mice (0.9969 ± 0.037AU versus 0.9148 ± 0.037AU).

**Figure 4.**
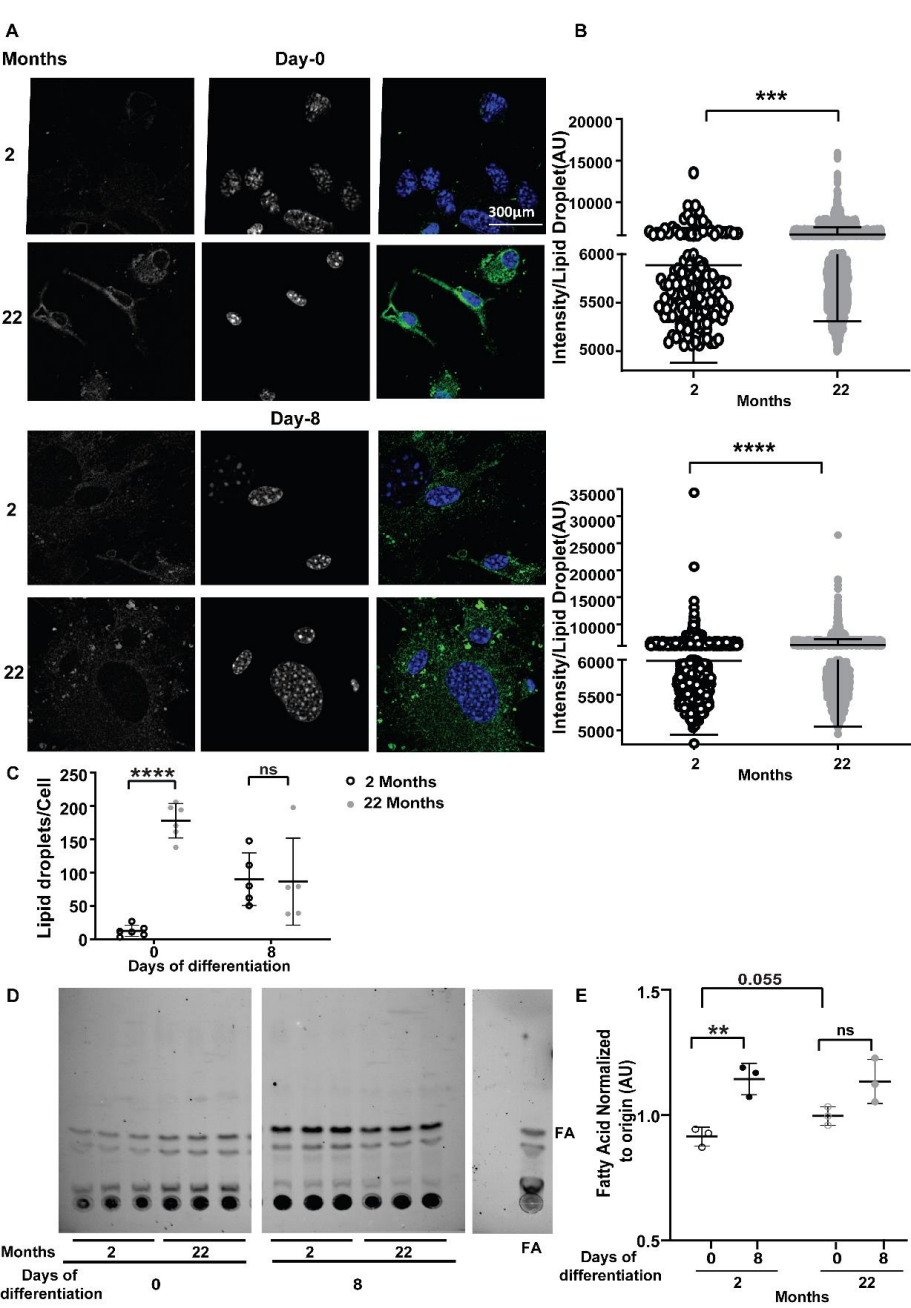
**Effect of aging on lipid storage and metabolism in osteoblasts**. **(A)** Representative confocal image of undifferentiated stromal cells on 0^th^ day and fully differentiated osteoblasts on 8^th^ day of *ex vivo* differentiation of 2 months or 22 months old mice. Cellular lipid droplets were stained with BODIPY 493/503 (green in merged panel) and nuclei were stained with DAPI (blue in merged panel). Panel 1 and 2 show monochrome images of lipid droplet and nuclei staining respectively whereas panel 3 shows merged image. Quantification of (B) the intensity of BODIPY 493/503 per lipid droplet in 2 months (open circle) or 22 months (gray closed circle) where each dot represents intensity of one lipid droplet. Data are mean ± standard error of mean where intensity of each lipid droplets were measured from independent images captured in 5 or 6 different field of view of the coverslip (n=5/6) with pooled BMSCs obtained from 6 mice (N=6) in each age group.t tests were done assuming normal distribution since, data points were more than 40, to determine significance between two groups where *,p <0.05, **,p <0.01, ***,p <0.001, ****, p <0.0001 (C) number of lipid droplets per cell in the two groups on 0^th^ and 8^th^ day of differentiation. Data are mean ± standard deviation (SD) where lipid droplets per cell were counted from independent images captured in 5 or 6 different field of view (n=5/6) from pooled BMSCs obtained from 6 mice (N=6) in each age group. The number of lipid droplets counted from each image were divided by number of cells (number of DAPI positive nucleus) in that image to get lipid droplets per cell. t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001. **(D)** Thin layer chromatogram of lipid harvested from BODIPY 558/568 C_12_ (red fluorescent fatty acid) labelled stromal, or *ex vivo* differentiated matured osteoblast cells from 2 months or 22 months old mice, along with the chromatogram of BODIPY 558/568 C_12_ fatty acid ran as the standard. The bands below fatty acid are degraded products of the labelled fatty acid (E) Densitometric quantification of fatty acid normalized to origin. Data are mean ± standard deviation done from 3 wells (n=3) with pooled BMSCs obtained from 6 mice in each age group (N=6). t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001.

### Long bones of aged mice are rich in neutral lipid content

To find out whether with age, *in-vivo* also the bone cells get loaded up with lipid we performed lipid extraction from flushed bone (tibia) i.e, from bone without bone marrow. Both the storage lipids, triglyceride, and cholesteryl ester were respectively 1.5 and 1.7 times higher in bones from aged mice (Fig. 5A, B and C). Also, free fatty acids were 1.9 times higher (Fig. 5D) in long bones of old mice compared to young mice. We also extracted lipids from flushed femur from human autopsy samples to do lipid profiling. We found human bone cortex to contain both storage neutral lipid esters triglyceride and cholesteryl ester as well as fatty acid (Supplementary Fig. 2). We observed variation between individuals in terms of presence of different lipid components. To our knowledge, here we have reported for the first-time lipid profiling from human bone cortex.

**Figure 5.**
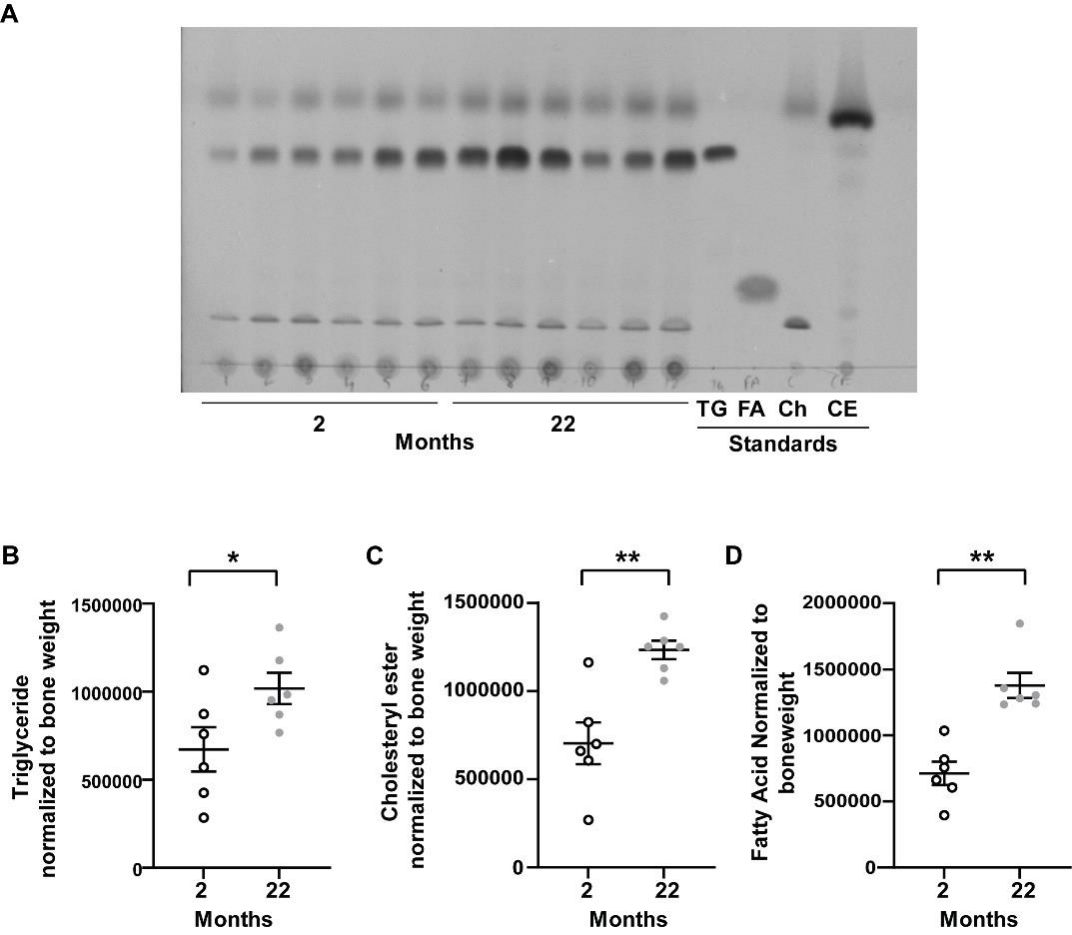
**Lipid profile in bone cortex from young or aged mice**. **(A)** Thin layer chromatogram (TLC) of lipid harvested from flushed tibia (tibia without any bone marrow) from 2 months or 22 months old mice. Standards include triglycerides (TG), fatty acids (FA), cholesterol (Ch), and cholesteryl esters (CE). **(B-D)** Densitometric quantification of the lipid species from 2 months (open circle) and 22 months (gray closed circle) old mice from the chromatogram (B) triglyceride, **(C)** cholesteryl ester (D) fatty acid normalized to bone weight. Each dot represents data from individual animal where N=6 animals in each group and data are mean ± standard error of mean. t tests or non-parametric Mann-Whitney tests were done accordingly after testing normal distribution using Shapiro-Wilk normality test to determine significance between two groups where *, p <0.05, **, p <0.01, ***, p <0.001, ****, p <0.0001.

**Figure 6.**
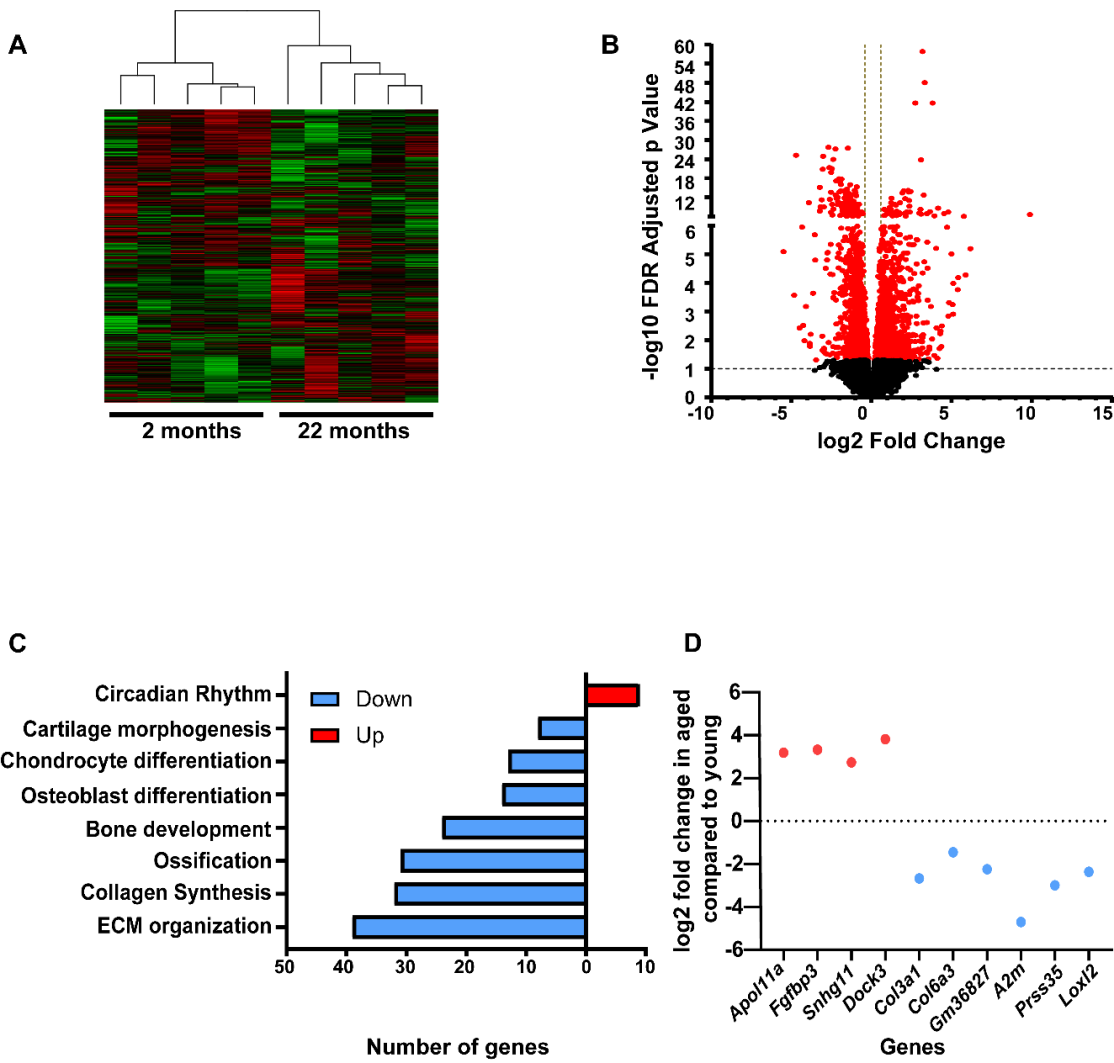
**Transcriptional profiling and analysis of differentially expressed genes in bones with aging**. **(A)** Correlation heatmap using 25% variant gene. **(B)** Volcano plot showing differentially expressed genes (FDR adjusted p <0.05 in red circles) in flushed femur of 2 months versus 22 months old mice in pairwise comparison. **(C)** Top enriched differentially expressed pathways based on functional enrichment analysis (D) log2 fold change of top 10 differentially expressed genes.

### Global transcriptome profiling of long bone from young and aged mice reveals differential metabolic profile and oxidative stress mitigation property

Global transcriptome analysis of flushed femur (bone without marrow) was done by RNA sequencing to do a comparative study of gene expression in young versus aged mice. 

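Femurs of 5 male C57BL/6J mice aged 2 months (young) and of 5 aged 22 months (aged) were flushed of marrow and pulverized, and their RNA was sequenced as 1 library per mouse. The young mice came from the Jackson Laboratory and the aged mice from the National Institute of Aging colony, so the supplier and the age of the mice cannot be told apart. The deposited values are counts of reads per gene, which the authors made by trimming with Cutadapt, aligning to the mouse genome GRCm38.p6 with STAR and counting with featureCounts. Whether the counting used the strand is not given in the sources used here. The libraries held 33447009 to 40395050 counts (median 37345752) in young mice and 31788232 to 45075335 counts (median 43800007) in aged mice (two-sided exact permutation test, p = 0.206). Supplementary Table 1 of the paper lists 82257395 to 88662528 input reads per young and 78176631 to 106170598 per aged library. Of 38962 genes in the table, the 22088 that passed edgeR's filter on low counts were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after scaling by trimmed mean of M values (TMM). Levels are CPM, that is counts scaled by TMM and library size, as mean ± SD over the mice, fold changes are aged over young, and coordinates are those of the table on GRCm38. Before the data were examined, but after the paper's tables of called genes had been read, the tests, the thresholds, the alternatives and 49 lists of pathway genes and cell type markers were fixed.

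The markers of skeletal muscle, genes of contraction and of muscle metabolism, took 4.95% ± 1.67 (SD, n = 5) of the counts in young and 7.06% ± 2.13 (SD, n = 5) in aged libraries (two-sided exact permutation test, p = 0.111). Of these 30 markers, 0 passed edgeR's test, with 0 also when adjusted over the list alone, while 11 were higher at an unadjusted p under 0.05, 5 with DESeq2 and 0 with limma-voom. As a set they were higher in aged bone (limma's camera, adjusted p = 5.2e-05; adjusted p = 0.534 with an estimated correlation). The noncoding RNA Gm26917, named after its counts were seen, took 19.1% ± 4.16 (SD, n = 5) of the counts in young and 24.5% ± 6.65 (SD, n = 5) in aged libraries (two-sided exact permutation test, p = 0.167).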

The RNA after sequencing was subjected to analysis for differentially expressed genes (at FDR adjusted p value/ q value ≤ 0.05). We combined 5 mice data from each group to get in average 0.85 billion reads from young mice and 0.92 billion reads from aged mice (Supplementary Table 1). A correlation heat map using 25% variant genes demonstrates similarity of gene expression among the replicates belonging to the same group (Fig. 6A). 

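Bones of mice of the same age resembled each other in expression more than bones of mice of different ages. Over the 5522 most variable genes, which are 25% of those tested, the Pearson correlation of log2 CPM averaged 0.956 between young mice (range 0.937 to 0.969) and 0.938 between aged mice (range 0.915 to 0.962). Between a young and an aged mouse it averaged 0.911 (range 0.859 to 0.939). These correlations are across genes, and genes are not independent replicates. The mean within the groups exceeded the mean between them by 0.0359 (two-sided exact permutation test over the 126 splits of the 10 libraries, p = 0.00794, the smallest p they allow). Each of the 10 libraries had its highest correlation with a library of its own group. The collagen chains, subunits of the main protein of bone matrix, took 7.62% ± 1.38 (SD, n = 5) of the counts in young and 2.82% ± 0.963 (SD, n = 5) in aged bone, with every young mouse above every aged mouse. Markers of red cell precursors, which include the globin genes, took 0.969% ± 0.361 (SD, n = 5) in young and 0.678% ± 0.366 (SD, n = 5) in aged bone (two-sided exact permutation test, p = 0.214).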

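In aged bone, 584 genes were higher and 600 were lower than in young bone, out of 22088 tested, at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a change of at least 1.5-fold. Antibody genes led the increases among the genes named by the fixed rule. Igkv4-55, a variable segment of antibody light chains that may share reads with related segments, rose from 0.185 ± 0.112 to 9.62 ± 11.4 CPM (SD, n = 5 mice per group; log2 fold change of 5.68, standard error 0.84, edgeR adjusted p = 0.00341). Ighg3 and Ighg2b, heavy chain genes of immunoglobulin G, rose by 4.12 and 3.99 on the log2 scale (edgeR adjusted p = 0.00307 and 0.0116). Among the genes that decreased, C1qtnf3, which encodes a secreted protein of cartilage, fell from 5.23 ± 1.91 to 0.563 ± 0.354 CPM (log2 fold change of -3.23, standard error 0.39, edgeR adjusted p = 7.5e-04). Nrk, a protein kinase gene, fell by 3.03 on the log2 scale (edgeR adjusted p = 7.5e-05). Gnasas1, an antisense transcript of the imprinted Gnas locus whose reads are uncertain without strand, fell by 2.62 (edgeR adjusted p = 7.5e-05). Of the higher genes 311 and of the lower genes 290 changed at least 2-fold. Of the 1184 genes, 914 encode proteins and 111 are long noncoding RNAs. Over all 22088 tested genes, the young and aged mice did not overlap in 1723, a separation that chance gives to 0.794% of genes. Without aged 2 the increases of Igkv4-55 and Ighg2b were 24.2-fold and 9.39-fold, against 51.2-fold and 15.9-fold with all libraries. The call of Ighg2b ended with scaling by total counts alone (0.0509). Scaled by total counts alone, 275 genes were higher and 883 lower, and the median of all genes moved from 0.01 to -0.16 on the log2 scale. Without young mouse 2 the counts were 265 and 353, with 598 of the 1184 calls kept, and without young mouse 4 they were 322 and 400, with 693 kept.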

Out of the differentially expressed genes between the two groups, 994 genes were found to be upregulated and 817 genes were downregulated in old mice compared to the young with a cut off 1.5fold up and down regulation (Fig. 6B and Supplementary Table 2).

Significant genes were classified based on their involvement in different functional pathways. 

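Bglap2, Sparc and Smpd3, genes of bone matrix and mineralization, were lower in aged bone. Bglap2, which encodes osteocalcin and may share reads with its paralogs Bglap and Bglap3, fell from 179 ± 54.0 to 45.5 ± 27.0 CPM (SD, n = 5 mice per group; log2 fold change of -1.97, standard error 0.38, edgeR adjusted p = 0.0120, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sparc, the gene of the matrix protein osteonectin, fell from 3567 ± 752 to 1229 ± 648 CPM (log2 fold change of -1.54, standard error 0.31, edgeR adjusted p = 0.0121). Smpd3, a sphingomyelinase needed for mineralization, fell by 1.04 on the log2 scale (edgeR adjusted p = 0.0113). Of 22 osteoblast markers, 10 were lower, 0 were higher and 12 did not pass the test (12 lower when adjusted over the list alone; camera adjusted p = 2.5e-08, and adjusted p = 0.330 with an estimated correlation). Of 12 osteocyte markers, Fgf23, which encodes a hormone of phosphate balance, was higher (log2 fold change of 1.03, edgeR adjusted p = 0.0185) and Tnfsf11, which encodes the osteoclast factor RANKL, was lower (log2 fold change of -1.04, edgeR adjusted p = 0.0323), while 10 did not pass (1 higher and 5 lower when adjusted over the list alone). The study chose its function lists on these samples, so they are not independent evidence of direction. On them, 22 of 31 tested genes of bone development were lower and 5 higher (23 and 8 when adjusted over the list alone). For ossification it was 29 lower and 6 higher of 40 (31 and 9 when adjusted over the list alone). For osteoblast differentiation it was 13 and 6 of 21 (13 and 8 when adjusted over the list alone). Igfbp3 and Lrrc17, secreted proteins on these lists, fell by 1.39 and 1.60 on the log2 scale, and Gpnmb, which encodes osteoactivin, rose by 1.92 (edgeR adjusted p = 3.3e-04, 4.0e-04 and 4.0e-04). Named after their values were seen, Wnt1, Bmpr1b, Col7a1 and Bglap3 were among the higher genes of bone development. With the mean level of the muscle markers as a covariate, the calls of Bglap2 (log2 fold change of -1.87, edgeR adjusted p = 0.0762) and Fgf23 (0.95, 0.0543) ended and 2 genes of bone development were higher. Without young 1, 2 or 4 or aged 5 the higher genes of bone development were also 2, without young 3 or aged 1 or 3, with limma-voom or with another filter on low counts they were 3. The call of Fgf23 also ended without young 2 (0.0605) and with scaling by total counts alone (0.0646), and that of Sparc with no filter on low counts (0.0561). The call of Bmpr1b ended without each library in turn except young 5, aged 2 and aged 4 (edgeR adjusted p up to 0.0676) and with limma-voom (0.0657) and the muscle covariate (0.139). The call of Tnfsf11 ended without each library in turn except young 1, young 5, aged 4 and aged 5 (edgeR adjusted p up to 0.0817) and with the replicate number as a block (0.0623).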

As expected, genes involved in bone development (24), ossification (31), and osteoblast differentiation (13) were the pathways having maximum number of genes expressed in lower abundance in the bones of aged mice compared to young mice (Fig. 6C). Additionally, the old mice exhibited downregulation of expression of genes involved in chondrocyte differentiation (14) and cartilage morphogenesis (8) (Fig. 6C). 

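Several cartilage genes were lower in aged bone. The paper expects mice of 2 months to be in active skeletal acquisition, and whether its end accounts for these falls was not tested. Acan, which encodes the proteoglycan aggrecan, fell from 44.5 ± 17.4 to 4.77 ± 3.39 CPM (SD, n = 5 mice per group; log2 fold change of -3.25, standard error 0.46, edgeR adjusted p = 0.00244, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hapln1, whose protein links aggrecan to hyaluronan, fell from 7.53 ± 4.64 to 0.661 ± 0.412 CPM (log2 fold change of -3.52, standard error 0.61, edgeR adjusted p = 0.00724). Col9a2, a chain of the cartilage collagen type IX, fell by 3.56 on the log2 scale (edgeR adjusted p = 0.00728). Of 15 chondrocyte markers, 7 were lower, 0 were higher and 8 did not pass (11 lower when adjusted over the list alone). As a set they were lower with the preset correlation (camera adjusted p = 1.0e-06), with a median log2 fold change of -1.73. With the estimated correlation of 0.491 the set did not pass (adjusted p = 0.304). On the lists of the study, which were chosen on these samples and are not independent evidence of direction, 13 of 18 genes of chondrocyte differentiation were lower and 5 higher, and 7 of 8 genes of cartilage morphogenesis were lower and 1 higher (the same counts when adjusted over the list alone). The type VI collagen genes Col6a1 and Col6a2 on these lists fell by 1.53 and 1.43 on the log2 scale (edgeR adjusted p = 2.3e-04 and 2.7e-04). The higher genes, named after their values were seen, were the growth factor genes Gdf6 and Fgf9, the receptor gene Bmpr1b, Efemp1 and Col7a1, the last also being the one of cartilage morphogenesis. With the muscle markers' mean as a covariate, 1 gene of chondrocyte differentiation and 0 of cartilage morphogenesis were called higher (0 of the latter also without young 1, 2 or 4 or aged 4 or 5 or with no filter on low counts). Without young 1, 2 or 4 or aged 5, 2 to 3 genes of chondrocyte differentiation were called higher. The call of Efemp1 ended without young 1 (edgeR adjusted p = 0.0518) and with scaling by total counts alone (0.0522) and the muscle covariate (0.0762), and that of Gdf6 with the muscle covariate (0.0680).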

Interestingly, genes expressing enzymes involved in collagen synthesis and organization, along with extracellular matrix (ECM) organization were most affected with aging (32 and 39 genes, respectively) (Fig. 6C). 

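Several enzymes that modify and cross-link collagen were lower in aged bone. P4ha3, a subunit of the hydroxylase that modifies prolines of collagen, fell from 7.53 ± 0.878 to 1.85 ± 0.559 CPM (SD, n = 5 mice per group; log2 fold change of -2.03, standard error 0.21, edgeR adjusted p = 2.3e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lox, which cross-links collagen and elastin, fell from 170.1 ± 43.0 to 54.6 ± 25.2 CPM (log2 fold change of -1.64, standard error 0.32, edgeR adjusted p = 0.0121), and its relative Loxl1 by 0.77 on the log2 scale (edgeR adjusted p = 0.00296). Fkbp14, a folding enzyme of procollagen, fell by 1.09 (edgeR adjusted p = 0.00129). Of 33 collagen-modifying and cross-linking enzymes and partners, 16 were lower, 1 was higher and 16 did not pass (21 lower and 1 higher when adjusted over the list alone). The higher one, named after its value was seen, was Tmem38b, an ion channel of the endoplasmic reticulum (log2 fold change of 0.69, edgeR adjusted p = 0.0134). The set was lower as a whole with the preset correlation (camera adjusted p = 8.8e-11). With the estimated correlation of 0.318 it did not pass (adjusted p = 0.304). On the study's lists, 29 of 35 genes of collagen synthesis and organization were lower and 3 higher, and 35 of 42 genes of ECM organization were lower and 3 higher. Adjusted over the list alone these counts were 32 and 3, and 39 and 3, and the study chose both lists on these samples, so they are not independent evidence of direction. The 3 higher genes of the ECM list were Col4a3, Col4a5 and Elf3, a transcription factor gene named after its value was seen. With the mean level of the muscle markers as a covariate the call of Lox ended (log2 fold change of -1.70, standard error 0.44, edgeR adjusted p = 0.0533), and 0 genes of the collagen list and 1 of the ECM list were higher. Without young 1 or 2 or aged 5, 1 gene of the collagen list was higher.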

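Genes of circadian entrainment and of the clock itself were more often higher than lower in aged bone. Cacna1h, which encodes a voltage-gated calcium channel, rose from 7.07 ± 1.43 to 20.2 ± 5.67 CPM (SD, n = 5 mice per group; log2 fold change of 1.51, standard error 0.20, edgeR adjusted p = 7.9e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Grin2c, a glutamate receptor subunit, rose from 0.238 ± 0.106 to 0.961 ± 0.473 CPM (log2 fold change of 1.96, standard error 0.39, edgeR adjusted p = 0.0103). Gria2, another glutamate receptor subunit, fell from 0.645 ± 0.106 to 0.121 ± 0.0289 CPM (log2 fold change of -2.41, standard error 0.30, edgeR adjusted p = 5.2e-04). Of 80 measured genes of circadian entrainment signalling, a list written from textbook knowledge, 8 were higher, 1 was lower and 71 did not pass (11 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0117, and adjusted p = 0.344 with an estimated correlation). Of 21 core clock genes, 4 were higher, 0 were lower and 17 did not pass (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00223, and adjusted p = 0.344 with an estimated correlation). These 4 were the repressor gene Cry2 (log2 fold change of 0.65), the repressor gene Bhlhe41 (0.67), the clock output gene Hlf (0.66) and, named after its value was seen, Cry1 (0.48), with edgeR adjusted p = 0.0198, 0.0218, 0.0237 and 0.0309. The time of day at which the bones were taken is not given in the sources used here. Tnnt1, a troponin of slow muscle fibres, was at 18.6 ± 9.68 CPM in young and 110.0 ± 125 in aged bone (SD, n = 5; edgeR adjusted p = 0.0589). With the muscle markers as a covariate the calls of Grin2c (log2 fold change of 1.33, edgeR adjusted p = 0.0683), Cry2 (0.45, 0.0823), Bhlhe41 (0.45, 0.0933) and Hlf (0.64, 0.0554) ended. The calls of Cry2, Bhlhe41 and Hlf also ended with scaling by total counts alone, and each in 2 to 3 of the 10 fits that left out 1 library. That of Cry1 ended with scaling by total counts alone and without each library in turn except young 3, young 5, aged 1 and aged 2 (edgeR adjusted p up to 0.0916).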

Out of all the enriched differentially expressed pathways only the circadian entrainment pathway had a greater number of genes being upregulated in aged mice than in young ones (9) (Fig. 6C). Out of the top 10 differentially expressed genes, 2 genes involved in lipid metabolism (*Apol11a* and *Fgfbp3*) were upregulated whereas 4 genes involved in ECM formation and organization were downregulated (*Col3a1, Col6a3, Prss35, Loxl2*) in aged mice (Fig. 6D). 

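Apol11a and Fgfbp3 rose in aged bone, and Col3a1, Col6a3 and Loxl2 fell, with no overlap between the age groups. Apol11a, a member of the apolipoprotein L family (ENSMUSG00000091650.2, chromosome 15 from 77508271 to 77518051), rose from 1.66 ± 0.468 to 14.9 ± 2.20 CPM (SD, n = 5 mice per group; log2 fold change of 3.17, standard error 0.19, edgeR adjusted p = 2.8e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a member of a multigene family it may share reads with its paralogs. Fgfbp3, which encodes a binding protein of fibroblast growth factors (ENSMUSG00000047632.11, chromosome 19 from 36917550 to 36919615), rose from 1.31 ± 0.332 to 13.1 ± 2.88 CPM (log2 fold change of 3.31, standard error 0.21, edgeR adjusted p = 3.1e-06). Snhg11, a host gene of small nucleolar RNAs, rose from 1.56 ± 0.340 to 10.5 ± 1.97 CPM and Dock3, an activator of the GTPase Rac, from 0.288 ± 0.151 to 4.13 ± 0.575 CPM (edgeR adjusted p = 4.8e-06 and 1.5e-05). Col3a1, the chain of type III collagen (ENSMUSG00000026043.18, chromosome 1 from 45311538 to 45349706), fell from 2814 ± 284 to 437 ± 146 CPM (log2 fold change of -2.69, standard error 0.24, edgeR adjusted p = 7.5e-05). Col6a3, a chain of type VI collagen (ENSMUSG00000048126.16, chromosome 1 from 90765923 to 90843971), fell from 460.4 ± 46.4 to 166 ± 23.7 CPM (log2 fold change of -1.47, standard error 0.12, edgeR adjusted p = 3.9e-05). Loxl2, which cross-links collagen (ENSMUSG00000034205.16, chromosome 14 from 69609068 to 69695834), fell by 2.38 on the log2 scale (edgeR adjusted p = 1.4e-04). Prss35, which encodes a secreted protease-like protein (ENSMUSG00000033491.13, chromosome 9 from 86743649 to 86758443), fell from 44.2 ± 10.5 to 5.44 ± 2.34 CPM (log2 fold change of -3.01, standard error 0.29, edgeR adjusted p = 2.9e-04). The protease inhibitor gene A2m fell by 4.68 and the long noncoding RNA Gm36827 by 2.26 on the log2 scale (edgeR adjusted p = 7.8e-05 and 2.4e-05). For each of these 10 genes the young and aged mice did not overlap.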

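Most collagen chain genes with a change were lower in aged bone, across fibrillar, network and fibril-associated collagens. Col1a1 and Col1a2, the chains of type I collagen that makes up most of the bone matrix, fell from 41575 ± 13139 to 17807 ± 6845 CPM and from 21057 ± 5756 to 8547 ± 3617 CPM (SD, n = 5 mice per group; log2 fold changes of -1.22 and -1.30, standard errors 0.30 and 0.29, adjusted p = 0.0267 and 0.0170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col9a1, a chain of cartilage type IX collagen, fell from 9.84 ± 9.00 to 0.491 ± 0.173 CPM (log2 fold change of -4.35, standard error 0.79, edgeR adjusted p = 0.00887). Col12a1, a fibril-associated collagen, fell from 1107 ± 166 to 199 ± 68.5 CPM (log2 fold change of -2.47, standard error 0.25, edgeR adjusted p = 2.3e-04). The fibrillar chain genes Col11a1, Col5a2 and Col5a1 fell by 2.11, 1.62 and 1.35 on the log2 scale, and the basement membrane chain genes Col4a1 and Col4a2 by 1.13 and 0.84. Of 44 collagen chain genes, 23 were lower, 3 were higher and 18 did not pass (28 lower and 3 higher when adjusted over the list alone). Their median log2 fold change was -0.83 (camera adjusted p = 8.8e-11, and adjusted p = 0.304 with an estimated correlation). The higher ones were the basement membrane chain genes Col4a3 (log2 fold change of 1.05, edgeR adjusted p = 0.00940) and Col4a5 (log2 fold change of 1.14, edgeR adjusted p = 0.0316) and, named after its value was seen, the anchoring fibril gene Col7a1 (log2 fold change of 1.45, edgeR adjusted p = 0.0279). Col11a2 had a log2 fold change of -0.79 (edgeR adjusted p = 0.0587). Of 13 small leucine-rich proteoglycans, which bind collagen fibrils, 4 were lower, 1 was higher and 8 did not pass (9 lower and 1 higher when adjusted over the list alone), with Lum lower at -2.55, Podnl1 at -0.75 and, named after their values were seen, Omd and Kera at -1.49 and -1.24, and Podn higher at 0.98 on the log2 scale (edgeR adjusted p = 0.00603, 0.0174, 0.0415, 0.0393 and 0.00877; camera adjusted p = 3.5e-05, and adjusted p = 0.304 with an estimated correlation). A covariate of the mean muscle marker level ended the calls of Col4a3 (log2 fold change of 0.80, edgeR adjusted p = 0.0530), Col4a5 (0.72, 0.222) and Col7a1 (1.16, 0.101). With a library left out the log2 fold change of Col9a1 was as small as -3.76 (without young 3), and its call ended with limma-voom (adjusted p = 0.100). The call of Col1a1 ended without each library in turn except young 2, young 5, aged 4 and aged 5 (edgeR adjusted p up to 0.0640) and that of Col4a5 without each library in turn except young 4, young 5, aged 2 and aged 4 (up to 0.0918). That of Col7a1 ended without young 1, young 2, young 4, aged 4 or aged 5 (up to 0.0842) and with no filter on low counts (0.0850). The call of Col1a1 also ended with no filter on low counts (0.0513). The call of Col4a5 also ended with scaling by total counts alone (0.0546), limma-voom (0.0799) and the replicate number as a block (0.0569). The call of Kera ended without each library in turn except young 4, aged 1, aged 4 and aged 5 (up to 0.108) and with no filter on low counts (0.0523). The call of Omd ended without each library in turn except young 5 and aged 1 (up to 0.113) and with scaling by total counts alone (0.0527), no filter on low counts (0.123), the replicate number as a block (0.0632), the muscle covariate (0.180) and the marrow cell covariate (0.0837).

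**Figure D1:**
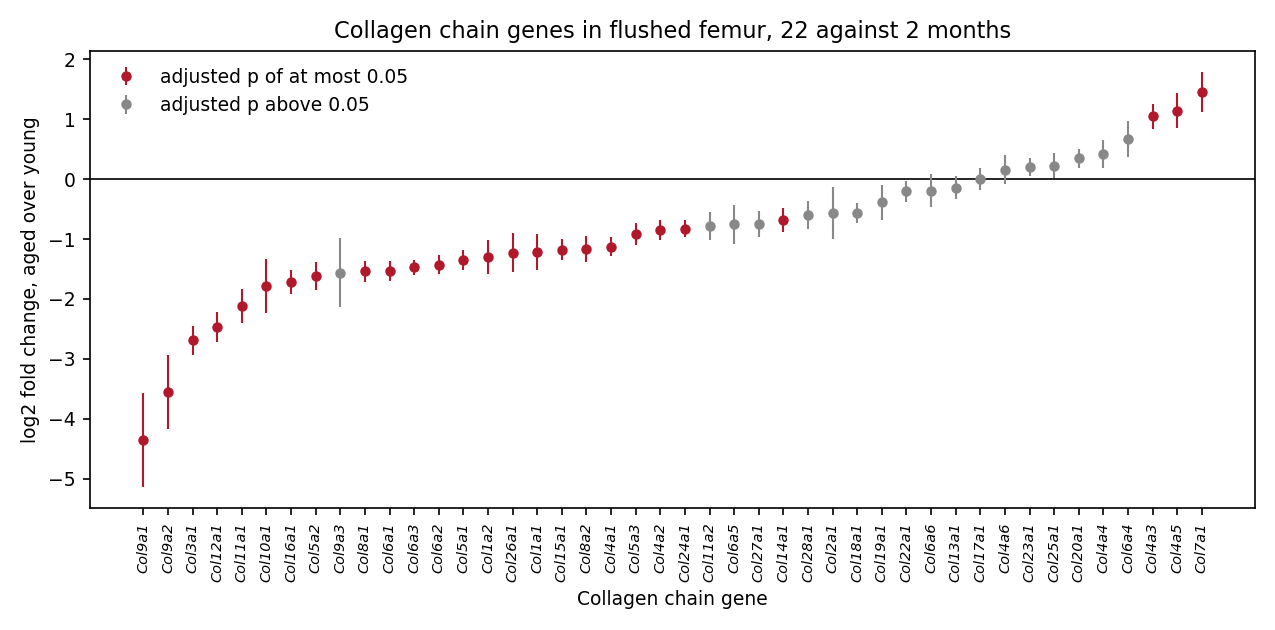
Log2 fold change, aged over young bone, of the 44 collagen chain genes (vertical axis), ordered by size along the horizontal axis. Points are the fitted values from 5 young and 5 aged mice, bars their standard errors, red points the genes with an edgeR adjusted p of at most 0.05; 23 of the red points lie below 0 and 3 above.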

The maximum number of differentially expressed genes belonged to the category of ECM organization (39 downregulated and 3 upregulated) most of which are associated with collagen synthesis including *Col9a1,Col3a1,Col12a1,Loxl2, Col11a1,Col10a1,Col16a1,Lox,Col5a2,Col8a1,Col5a1,Col1a2,Col1a1,Col15a1,Col8a2,Col4a1,Col5a3,Col4a2,Col24a1,Col11a2,Loxl1,Col14a1,Col4a3,Col4a5* (Fig. 7A and Supplementary Table 2).

**Figure 7.**
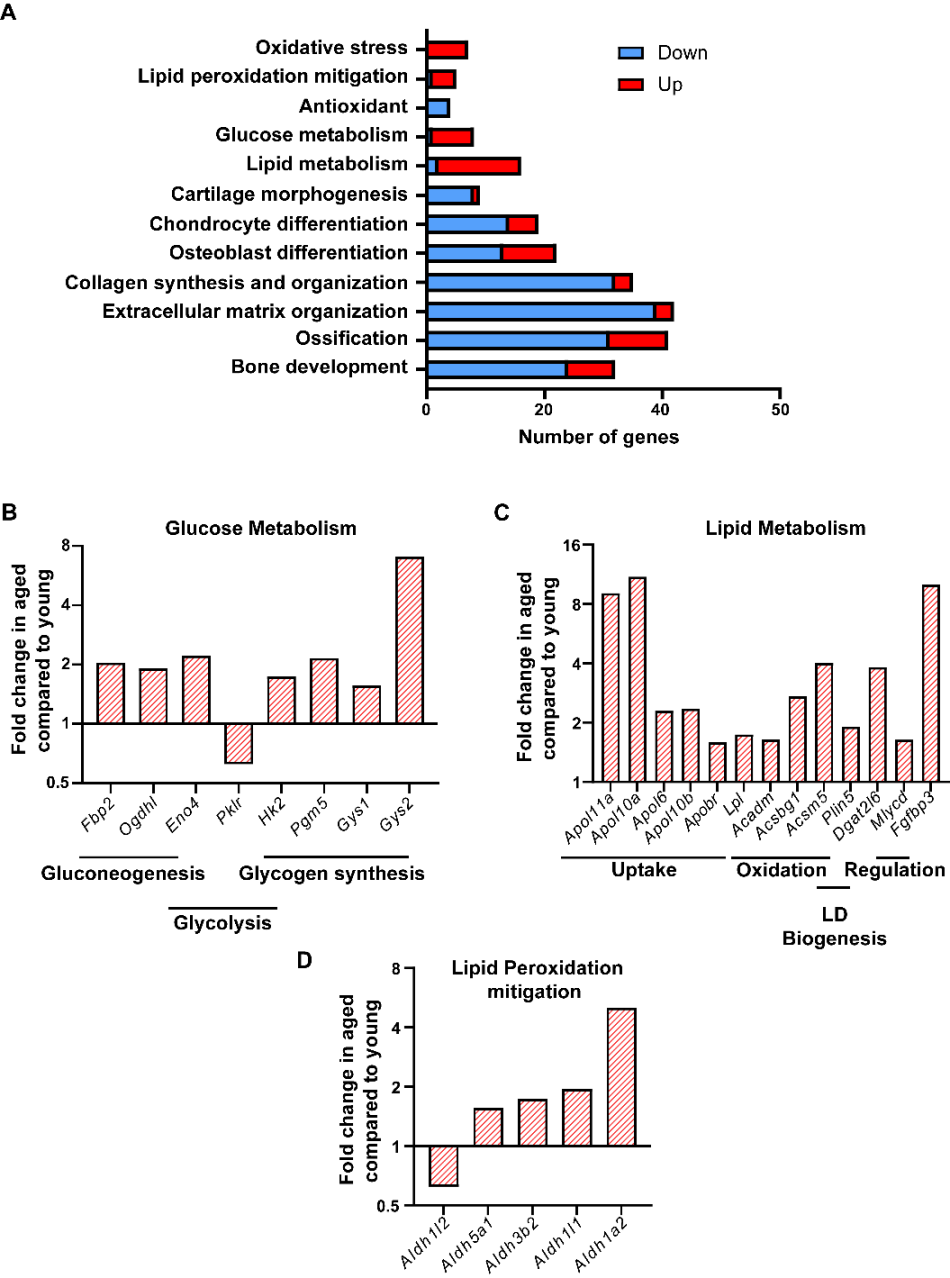
**Aging alters expression of genes involved in metabolic processes**. **(A)** Distribution of differentially expressed genes belonging to bone formation or metabolic pathways. **(B)** Fold change expression of genes involved in glucose metabolism, **(C)** Lipid metabolism (LD or lipid droplets), **(D)** Lipid peroxidation mitigation.

Oxidative stress marker genes were also found to be upregulated (7) along with downregulation of 4 oxidative stress mitigation genes/ antioxidants and upregulation of 4 lipid peroxidation mitigation genes (Fig. 7A and Supplementary Table 2). 

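Nfe2l1, Gadd45b and Acer2 were higher in aged bone and Gpx7, Ddit4 and Pxdn were lower. Nfe2l1, a transcription factor of the response to oxidative and proteotoxic stress, rose from 188 ± 46.6 to 373 ± 108 CPM (SD, n = 5 mice per group; log2 fold change of 0.99, standard error 0.21, edgeR adjusted p = 0.0162, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gadd45b, a stress-induced gene, and Acer2, a ceramidase gene, rose by 0.66 and 0.63 on the log2 scale (edgeR adjusted p = 0.0176 and 0.0125). Gpx7, a glutathione peroxidase of the endoplasmic reticulum, fell from 5.30 ± 0.931 to 2.34 ± 0.642 CPM (log2 fold change of -1.17, standard error 0.19, edgeR adjusted p = 0.00349). Ddit4, an inhibitor of the kinase complex mTORC1, and Pxdn, a peroxidase that cross-links type IV collagen, fell by 1.08 and 0.63 (edgeR adjusted p = 0.0325 and 0.0454). Of the 6 tested genes on the study's oxidative stress list, 3 were higher and 3 did not pass (6 higher when adjusted over the list alone). Those 3 were Alox15 (log2 fold change of 0.89, edgeR adjusted p = 0.0504), Maob (log2 fold change of 0.82, edgeR adjusted p = 0.0727) and Ppargc1a (log2 fold change of 0.88, edgeR adjusted p = 0.117). Ros1 lay under the filter on low counts, with 13 counts in all young and 57 in all aged mice together. Of the 4 antioxidant genes, 3 were lower, and Bdh2 did not pass (log2 fold change of -0.92, edgeR adjusted p = 0.0595; 4 lower when adjusted over the list alone). Both lists were chosen by the study on these samples and are not independent evidence of direction. With scaling by total counts alone, or with the mean level of the muscle markers as a covariate, 1 gene of the oxidative stress list was higher, and without young 2 also 1, while without aged 4 they were 5. Without young 2 or 5 or aged 3 or 5, 1 gene of the antioxidant list was lower. The calls of Gadd45b ended without young 2 or young 4 (edgeR adjusted p up to 0.0543), of Nfe2l1 without young 2 (0.0532), of Ddit4 without each library in turn except young 1, young 3, aged 1 and aged 4 (0.0796) and of Pxdn without each library in turn except young 4 and aged 1 (0.107). The call of Ddit4 also ended with no filter on low counts (0.0859) and the muscle covariate (0.0999), and those of Acer2 and Gadd45b with scaling by total counts alone (0.130 and 0.0924).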

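Among genes of glycolysis, Hk2 was higher and Pklr lower in aged bone. Hk2, a hexokinase that phosphorylates glucose at the start of glycolysis (ENSMUSG00000000628.10, chromosome 6 from 82725025 to 82774454), rose from 90.3 ± 22.4 to 157 ± 38.7 CPM (SD, n = 5 mice per group; 1.74-fold, log2 fold change of 0.80, standard error 0.20, edgeR adjusted p = 0.0286, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pklr, the pyruvate kinase gene of liver and red cells (ENSMUSG00000041237.12, chromosome 3 from 89136142 to 89146784), fell from 16.0 ± 3.49 to 9.90 ± 2.11 CPM (1.61-fold, log2 fold change of -0.69, standard error 0.17, edgeR adjusted p = 0.0247). The erythroid markers, genes of red cell precursors, had a median log2 fold change of -0.52 (7 of 16 lower at an unadjusted p under 0.05, 0 after adjustment over all genes, 5 with DESeq2, 0 with limma-voom; limma's camera, adjusted p = 2.2e-04, and adjusted p = 0.421 with an estimated correlation), and whether red cells account for the fall of Pklr was not tested. Of 26 genes of glycolysis and glucose entry, 5 were higher, 1 was lower and 20 did not pass (7 higher and 1 lower when adjusted over the list alone). Beside Hk2 and the enolase gene Eno4, the higher genes were the glucose transporter gene Slc2a3 (log2 fold change of 0.55, edgeR adjusted p = 0.0192) and, named after their values were seen, Hk3 (log2 fold change of 0.52, edgeR adjusted p = 0.0436) and the transporter gene Slc2a1 (log2 fold change of 0.40, edgeR adjusted p = 0.0488). The list as a whole was higher with the preset correlation (camera adjusted p = 0.00370). With the estimated correlation of 0.136 it did not pass (adjusted p = 0.344). The muscle genes Mybpc2 and Tcap, of the sarcomere, were at 462 ± 203 and 194 ± 81.8 CPM in young and 919 ± 356 and 393 ± 150.1 CPM in aged bone (SD, n = 5; edgeR adjusted p = 0.0860 and 0.0902). Fitted with the mean muscle marker level, the log2 fold change of Hk2 was 0.46 (standard error 0.13, edgeR adjusted p = 0.0531) and that of Pklr -0.51 (standard error 0.19, edgeR adjusted p = 0.124). Both calls ended with the smaller fold. That covariate also ended the call of Slc2a1, and scaling by total counts alone ended those of Hk3, Slc2a1 and Slc2a3 (edgeR adjusted p = 0.242, 0.393 and 0.203). The call of Hk2 also ended without young 1, young 2 or aged 3 (edgeR adjusted p up to 0.0695) and that of Pklr without young 2, young 4, aged 3 or aged 5 (up to 0.0706). Those of Hk3, Slc2a1 and Slc2a3 ended in 8, 9 and 2 of the 10 fits that left out 1 library (up to 0.114, 0.131 and 0.0636). The call of Hk3 also ended with upper quartile scaling (0.0505), limma-voom (0.0502) and the replicate number as a block (0.0751), and that of Slc2a1 with upper quartile scaling (0.0533), TMM without antibody, globin and mitochondrial genes (0.0506), no filter on low counts (0.0850) and the replicate number as a block (0.0951).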

In terms of glucose metabolism, we found the gene coding enzyme for the last rate limiting step in glycolysis Pyruvate kinase (*Pklr*) to be downregulated (1.6-fold) whereas the gene for the first-rate limiting enzyme, Hexokinase (*Hk2*) to be upregulated (1.7-fold). 

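Fbp2, Ogdhl and Eno4 had higher mean levels in aged bone, and of these Eno4 passed the test. Fbp2, the fructose-1,6-bisphosphatase gene of muscle, was at 2.15 ± 0.701 CPM in young and 4.40 ± 2.13 CPM in aged bone (SD, n = 5 mice per group; log2 fold change of 1.02, standard error 0.34, edgeR adjusted p = 0.0842, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ogdhl, a relative of the oxoglutarate dehydrogenase of the citric acid cycle, was at 0.964 ± 0.268 and 1.86 ± 1.00 CPM (log2 fold change of 0.92, standard error 0.33, edgeR adjusted p = 0.0976). Eno4, an enolase gene, rose from 0.248 ± 0.0815 to 0.530 ± 0.150 CPM (log2 fold change of 1.13, standard error 0.32, edgeR adjusted p = 0.0480). Of 6 gluconeogenesis genes measured, 0 passed edgeR's test (2 higher when adjusted over the list alone), while 2 were higher at an unadjusted p under 0.05, 2 with DESeq2 and 0 with limma-voom. Their median log2 fold change was 0.41 (limma's camera, adjusted p = 0.159). G6pc3, a glucose-6-phosphatase gene of most tissues, had a log2 fold change of 0.31 (edgeR adjusted p = 0.0845) and Fbp1 of 0.50 (edgeR adjusted p = 0.266). Fitting the replicate number as a block ended the call of Eno4 (edgeR adjusted p = 0.0987). The call of Eno4 also ended without each library in turn except young 3 (edgeR adjusted p up to 0.124), and with the mean level of the muscle markers as a covariate (0.0858), scaling by total counts alone (0.104), no filter on low counts (0.0772) or the mean level of marrow cell markers as a covariate (0.0574).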

Interestingly, 3 genes involved in gluconeogenesis including one of the rates limiting Fructose-1,6- bisphosphatase (*Fbp2*) were upregulated (2-fold) (Fig. 7B and Supplementary Table 2). Genes for enzymes of glycogen synthesis pathway *Pgm5, Gly1* and *Gly2* were also upregulated (2, 1.5 and 7-fold respectively) (Fig. 7B and Supplementary Table 2). 

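Gys2 and Pgm5 were higher in aged bone, and Gys1 did not pass the test. Gys2, the liver form of glycogen synthase (ENSMUSG00000030244.7, chromosome 6 from 142422613 to 142473109), rose from 0.0952 ± 0.0712 to 0.636 ± 0.328 CPM, a low level in both groups (SD, n = 5 mice per group; 6.90-fold, log2 fold change of 2.79, standard error 0.52, edgeR adjusted p = 0.00668, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pgm5, a member of the phosphoglucomutase family, rose from 9.25 ± 2.20 to 19.9 ± 7.22 CPM (2.15-fold, log2 fold change of 1.11, standard error 0.29, edgeR adjusted p = 0.0431). Gys1, the muscle form of glycogen synthase, was at 84.3 ± 24.9 CPM in young and 132 ± 35.8 CPM in aged bone (log2 fold change of 0.64, standard error 0.22, edgeR adjusted p = 0.0987). Gys1 passed with DESeq2 and with the replicate number as a block. It passed in no other fit, including the 10 that left out 1 library. Of 23 genes of glycogen metabolism, 3 were higher, 0 were lower and 20 did not pass (5 higher when adjusted over the list alone). Beside Pgm5 and Gys2 the higher gene was Ppp1r3d, which directs a phosphatase to glycogen (log2 fold change of 0.55, edgeR adjusted p = 0.0364). The list was higher as a whole with the preset correlation (camera adjusted p = 5.5e-05). With the estimated correlation of 0.207 it did not pass (adjusted p = 0.304). On the study's list of glucose metabolism, chosen on these samples and so not independent evidence of direction, 4 of 8 genes were higher and 1 was lower (7 and 1 when adjusted over the list alone). Fitted with the muscle markers as a covariate, 1 gene of that list, Gys2, was higher, and the log2 fold change of Pgm5 was 0.49 (standard error 0.19, edgeR adjusted p = 0.149). The call of Pgm5 ended without each library in turn except aged 4 (edgeR adjusted p up to 0.111), that of Ppp1r3d without each library in turn except young 5, aged 1 and aged 5 (up to 0.0991). The call of Pgm5 also ended with no filter on low counts (0.107) and limma-voom (0.0894), and that of Ppp1r3d with scaling by total counts alone (0.260) and the replicate number as a block (0.0630). The higher genes of the study's list were 1 without young 1 or 2 or aged 3, and 2 without young 4 or 5 or aged 1, 2 or 5, or with no filter on low counts or with a filter at 1 CPM.

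**Figure D2:**
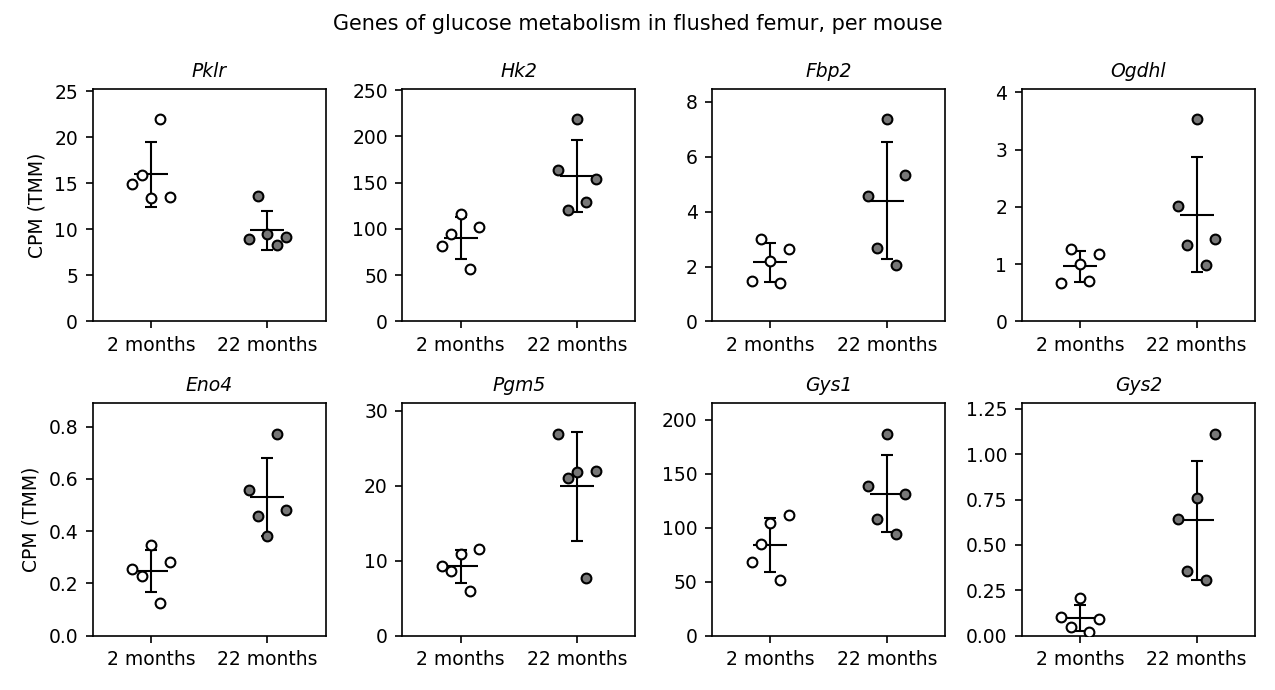
CPM of 8 genes of glucose metabolism in flushed femur (vertical axes, each from 0) at 2 months (open circles) and 22 months (gray circles). Each circle is 1 of 5 mice per group, the horizontal mark the mean and the bar the SD; for Hk2, Eno4 and Gys2 all aged mice lie above all young mice, and for the other 5 genes the groups overlap.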

A total of 16 genes involved in lipid metabolism were differentially expressed, of which 14 were upregulated and 2 downregulated (Fig. 7C and Supplementary Table 2) whereas 4 of the lipid peroxidation mitigation genes belonging to aldehyde dehydrogenase category were upregulated (Fig. 7D and Supplementary Table 2). 

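More genes of lipid metabolism on the study's list were higher than lower in aged bone. Of 15 tested genes, 10 were higher, 2 were lower and 3 did not pass at an adjusted p of at most 0.05 and 1.5-fold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (13 higher and 2 lower when adjusted over the list alone). Lipc, the hepatic lipase gene, fell from 11.3 ± 2.51 to 4.51 ± 1.81 CPM (SD, n = 5 mice per group; log2 fold change of -1.32, standard error 0.25, edgeR adjusted p = 0.00792). Twist1, a transcription factor of mesenchymal cells, fell from 11.2 ± 1.16 to 6.28 ± 1.85 CPM (log2 fold change of -0.84, standard error 0.19, edgeR adjusted p = 0.0170). The genes called higher were Apol11a, Apol10a, Apol10b, Apol6, Apobr, Fgfbp3, Acsm5, Acsbg1, Plin5 and Pex11a. Of the 5 genes on the list of lipid peroxidation, all of them aldehyde dehydrogenases, 3 were higher (Aldh1a2, Aldh1l1 and Aldh3b2), 1 was lower (Aldh1l2) and Aldh5a1 did not pass (4 higher and 1 lower when adjusted over the list alone). The study chose both lists on these samples, so they are not independent evidence of direction. Ttn, a giant muscle protein gene named after its value was seen, took 2.26% ± 0.762 (SD, n = 5) of the counts in young and 3.50% ± 1.27 (SD, n = 5) in aged libraries (exact permutation test on both sides, p = 0.119). With the mean level of the muscle markers as a covariate, or with scaling by total counts alone, 6 genes of lipid metabolism were higher. Without young 1 they were 4, without young 2, 3 or 4 or aged 3 they were 5, and without aged 1 they were 6. The higher aldehyde dehydrogenases were 1 with scaling by total counts alone. The call of Aldh1l2 ended without young 2, young 3 or aged 3 (edgeR adjusted p up to 0.0565).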

Out of the upregulated genes of lipid metabolism category 6 were involved in uptake of fatty acids, 3 in β-oxidation and 2 in regulation of lipid metabolism (Fig. 7C and Supplementary Table 2). 

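Apobr was higher and Angptl4 lower in aged bone, and Lpl did not pass the test. Apobr, a receptor gene for lipoproteins rich in triglyceride, rose from 25.4 ± 4.17 to 40.0 ± 10.5 CPM (SD, n = 5 mice per group; log2 fold change of 0.66, standard error 0.17, edgeR adjusted p = 0.0362, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Angptl4, a secreted inhibitor of lipoprotein lipase, fell from 10.9 ± 0.666 to 5.48 ± 1.20 CPM (edgeR adjusted p = 0.00153). These are single genes, and the count over a whole list of uptake genes is not reported here. Lpl, the gene of lipoprotein lipase itself, was at 101 ± 35.0 CPM in young and 175 ± 71.7 CPM in aged bone (log2 fold change of 0.79, standard error 0.29, edgeR adjusted p = 0.120). Pex11a, a gene of peroxisome division, rose by 0.60 on the log2 scale (edgeR adjusted p = 0.0438). Scaling by total counts alone ended the calls of Apobr and Pex11a (edgeR adjusted p = 0.149 and 0.176). The mean level of the muscle markers as a covariate ended that of Pex11a (log2 fold change of 0.35, edgeR adjusted p = 0.225), as did limma-voom (0.0606). The call of Apobr ended without each library in turn except aged 1 and aged 5 (edgeR adjusted p up to 0.0999) and that of Pex11a without each library in turn except young 5, aged 2 and aged 4 (up to 0.117).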

Another upregulated gene *Dgat2l6* is involved in lipid droplet biogenesis whereas *Plin5* has a dual role in lipogenesis as well as oxidation (Fig. 7C and Supplementary Table 2).

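Plin5 and other genes of lipid droplets and triglyceride metabolism were higher in aged bone. Plin5, a protein of the lipid droplet surface (ENSMUSG00000011305.11, chromosome 17 from 56111601 to 56117596), rose from 3.18 ± 1.13 to 6.07 ± 1.90 CPM (SD, n = 5 mice per group; log2 fold change of 0.93, standard error 0.26, edgeR adjusted p = 0.0480, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Soat2, which makes cholesteryl esters, rose from 3.19 ± 0.471 to 5.35 ± 1.08 CPM (log2 fold change of 0.74, standard error 0.17, edgeR adjusted p = 0.0185), and Dgat1, which makes triglycerides, from 46.9 ± 2.98 to 66.3 ± 13.8 CPM (log2 fold change of 0.50, standard error 0.13, edgeR adjusted p = 0.0327). Lipe, the hormone-sensitive lipase gene, rose by 0.51 and G0s2, an inhibitor of lipolysis named after its value was seen, by 0.50 on the log2 scale (edgeR adjusted p = 0.0330 and 0.0491). Of 26 genes of lipid droplets and triglyceride metabolism, 5 were higher, 0 were lower and 21 did not pass (5 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0146, and adjusted p = 0.344 with an estimated correlation). Dgat2l6 lay under the filter on low counts, with 2 counts in the median young and 9 in the median aged mouse (16 and 54 in all mice of each group). Of 12 adipocyte markers, Lipe was higher and 11 did not pass, with Plin1 at 0.98 on the log2 scale (edgeR adjusted p = 0.199), with the same counts when adjusted over the list alone. Beside the mean muscle marker level as a covariate, the log2 fold change of Plin5 was 0.49 (standard error 0.23, edgeR adjusted p = 0.223) and that of Lipe 0.50 (0.0716). Scaling by total counts alone left 0 of the 5 calls (1 lower). The call of Plin5 ended without each library in turn except young 2 and aged 4 (edgeR adjusted p up to 0.106). Those of Dgat1 and Lipe ended in 6 of the 10 fits that left out 1 library (up to 0.0861 and 0.0867), that of G0s2 in 9 (up to 0.105) and that of Soat2 without young 2 (up to 0.0567). Those of Dgat1 and Lipe also ended with the replicate number as a block (0.0603 and 0.0590). The call of G0s2 also ended with upper quartile scaling (0.0566), no filter on low counts (0.0685), the replicate number as a block (0.0724), the muscle covariate (0.0792) and the marrow cell covariate (0.0600).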

**Figure 8.**
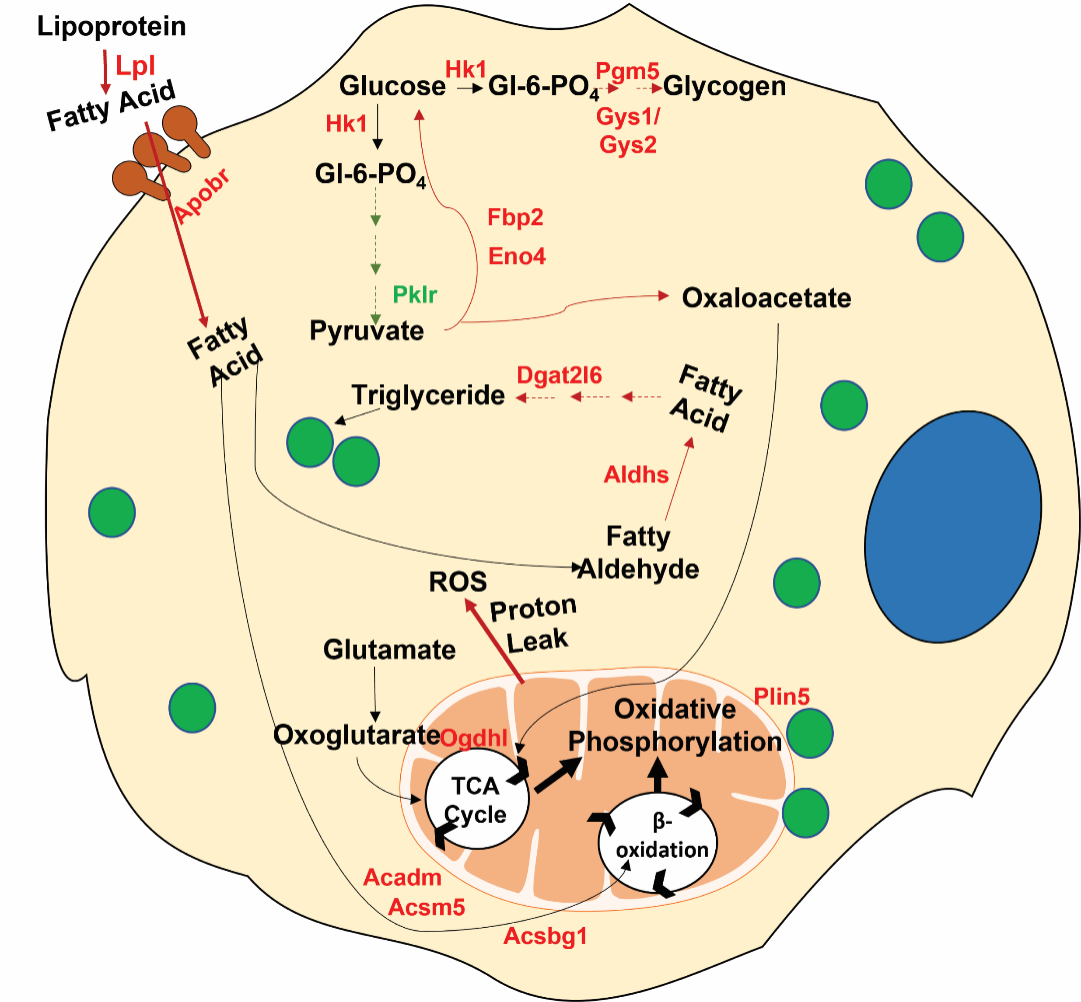
**Image depicting metabolic alterations occurring in osteoblasts contributing to age-related bone loss**. Genes upregulated in bones of aged mice compared to young mice are shown in red whereas those downregulated in green. The pathways upregulated are shown in red and downregulated in green dashed line arrows whereas one step reactions are shown with solid line arrows. Blue circle: Nuclei; Green circles: Lipid droplet.

## DISCUSSION

Age-related bone fragility is a major public health problem, and as such, is generally well described. In this study we aimed to characterize the alterations occurring in murine bone due to the ‘normal’ aging process, within the context of alterations in osteoblast metabolic pathways. First, regarding the skeletal alterations occurring *in vivo,* our data demonstrate dramatic loss of trabecular bone, whereas cortical bone increased in terms of both thickness and total cross-sectional area. An explanation of this phenomenon has been previously described as “cortical drift” whereby there is a discrepancy in bone deposition on the periosteal surface, while bone resorption occurs on the endosteal surface, thereby increasing bone diameter during aging [36]. Although cortical drift described in humans is often associated with increase in total cross-sectional area but decrease in cortical thickness and density and increase in porosity [37]. Regardless of this skeletal limitation, osteoblast activity is reduced in aged mice as well as humans [38, 39], therefore further studying these cells throughout the aging process is reasonable. Peak bone mass occurs during equivalent phases of life in human (30-40 years) and C57BL/6J mice (4-6 months; 50% of total life expectancy) [40, 41]. However, this is compartment dependent. For example, trabecular bone attains peak mass as early as 1.5 months in C57BL/6J mice [40], whereas cortical bone takes more time to reach the peak bone mass (around 5/6 months) which can further explain the discrepancy between these bone compartments. Nonetheless, the current study utilized mice at 2- and 22-months of age to ultimately isolate osteoblasts with distinctly different activity with respect to bone formation.

The main goal of the study was to rigorously characterize metabolic profiles between aged (22 mo) and young (2 mo) mice, as these alterations can contribute to age-related decline in bone formation leading to osteoporosis. Previous studies have already shown that metabolic alterations, at both systemic as well as cellular level, contribute to various age-related pathologies including neurodegeneration, atherosclerosis, type 2 diabetes, other cardiovascular diseases [42-45]. Similarly, the current study demonstrates that BMSCs isolated from young mice show distinctly different metabolic profiles compared to BMSCs from old mice. For example, BMSCs isolated from both young and old mice utilize endogenous nutrients to shift their main mode of energy generation from glycolysis to oxidative phosphorylation during osteoblast differentiation and maturation. However, stromal cells and early osteoblast progenitors from old mice are more dependent on oxidative phosphorylation compared to young mice. Although the cells from the young mice can ‘rebound’ their oxidation capacity in mature osteoblasts. Interestingly, contrary to our results, previous studies have reported an increase in ATP produced via glycolysis, during osteoblast maturation [46, 47]. However, unlike these previous studies, we have compared the different modes of metabolism in our study in the absence of any external nutrients, forcing the cells to rely on endogenous substrates for ATP generation. The importance of glycolysis during earlier phases of differentiation in young mice was further confirmed by their higher glucose dependency. We further showed differential preference of nutrients between the two groups throughout the osteoblastogenesis. Mature osteoblasts from aged mice showed more flexibility towards all three nutrients glucose, glutamine, and oleic acid. Additionally, we corroborated the metabolic data from the *ex vivo* differentiating osteoblasts with *in vivo* gene expression profiling of bone. As such, the first-rate limiting enzyme of glycolysis hexokinase (*Hk2*) was upregulated in aged bones while the last rate limiting enzyme of this pathway, pyruvate kinase (*Pklr*), was downregulated indicating although the glucose is being converted to its metabolically active form of glucose-6-phosphate it is being utilized for some pathway other than glycolysis. The upregulation of phosphoglucomutase (*Pgm5*) and the rate limiting enzymes of glycogen synthesis, glycogen synthase 1 and 2 (*Gys1* and *Gys2*) confirmed utilization of glucose more towards glycogen storage than energy generation. Further confirmation of this shift of glucose flux towards the anabolic arm in aged mice came from upregulation of 3 genes belonging to gluconeogenesis pathway (*Fbp2, Ogdhl, Eno4*) including the rate limiting enzyme fructose-1,6-bisphophatase (*Fbp2*). Other than providing glucose, gluconeogenesis also acts as anaplerotic pathway as it produces TCA cycle intermediate oxaloacetate which is a substrate for oxidative phosphorylation mediated ATP generation. Thus, higher gluconeogenesis can lead to the higher oxidative phosphorylation by providing its substrate in aged mice. Oxoglutaratedehydrogenase, encoded by the *Ogdhl* gene, also contributes to oxidative phosphorylation mediated ATP generation by converting oxoglutarate coming from oxidation of glutamate to succinyl-CoA, another TCA cycle intermediate. Availability of TCA cycle intermediates from both glucose and glutamate may explain the metabolic flexibility of matured osteoblasts towards these two nutrients.

Outside of glucose and glutamine, oxidative phosphorylation can generate maximum number of ATPs by using fatty acid as fuel (oxidation of 18-carbon length oleic acid generates 120 ATP). The presence of higher number of lipid droplets in the aged mice during both early and late stage of osteoblastogenesis indicated differential availability of endogenous nutrients. However, in younger mice only matured osteoblasts had considerable number of lipid droplets, which we have previously reported [48]. Measurement of lipolysis by pulse chase assay showed while this process remained constant throughout differentiation in cells from aged mice, in young mice it increased with progression of osteoblast maturation indicating both stromal cells and matured osteoblasts of aged mice are more prone towards utilizing lipid as a source of energy. Moreover, the presence of higher lipid content was confirmed *in vivo* in the marrow devoid long bones of the older mice. While this was an attempt to enrich osteoblastic cells, the bone shaft is also a source of terminally differentiated osteocytes, therefore we cannot delineate which cell population was the primary contributor of bone lipid accumulation. Although, previous reports have demonstrated osteocytes can accumulate lipid droplets [49] [50, 51], our *in vitro* data provides a basis for how aging contributes to this process in osteoblasts. We further confirmed the presence of triglyceride, cholesteryl ester and fatty acid in human bone cortex as well which showed variation between individuals in terms of quantity. To make an age wise comparison between lipid components in human we need much higher sample size to attain statistical significance because in human different lifestyle, food habits can cause more variation compared to our mice model in contained environment. Also, as these human samples are collected from cadaver autopsies, the time of collection may lead to variation. Lesser availability of cadaver samples from younger age group is another technical limitation to do age wise comparison of lipid metabolism in bones in human.

Interestingly, following the trend of our metabolic assays the most affected metabolic pathway in terms of differential gene expression with age was also that of lipid metabolism. In fact, two of the most highly expressed genes in bones of aged mice, *Apol11a* and *Fgfbp3* are involved with lipid metabolism. *Apol11a* codes for a lipoprotein associated with lipid transfer whereas *Fgfbp3* has been shown to be involved with regulating both carbohydrate and lipid metabolism [52]. 

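Most measured members of the apolipoprotein L family were higher in aged bone. Apol10a rose from 0.0584 ± 0.0372 to 0.619 ± 0.220 CPM (SD, n = 5 mice per group; log2 fold change of 3.38, standard error 0.49, edgeR adjusted p = 0.00151, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Apol6 from 8.73 ± 2.56 to 20.0 ± 4.34 CPM (log2 fold change of 1.19, standard error 0.21, edgeR adjusted p = 0.00604). Apol11b rose from 25.5 ± 5.20 to 60.4 ± 8.45 CPM (log2 fold change of 1.24, standard error 0.14, edgeR adjusted p = 3.2e-04) and Apol10b from 0.838 ± 0.452 to 1.94 ± 0.787 CPM (log2 fold change of 1.24, standard error 0.34, edgeR adjusted p = 0.0446). Apol7e, named after its value was seen, rose by 1.83 on the log2 scale (edgeR adjusted p = 0.0263). Of 8 measured family members, 6 were higher, 0 were lower and 2 did not pass (7 higher when adjusted over the list alone). The median log2 fold change was 1.24 (camera adjusted p = 9.4e-07, and adjusted p = 0.0400 with an estimated correlation). The members are paralogs that may share reads, so the split between them is uncertain. Taking the mean muscle marker level as a covariate, the median was 1.36 (limma's camera, adjusted p = 1.8e-07, and adjusted p = 0.169 with an estimated correlation, a fit chosen after seeing the data), and the call of Apol10b ended (log2 fold change of 0.79, edgeR adjusted p = 0.128). That of Apol7e ended without young 1, young 2 or young 3 (edgeR adjusted p up to 0.0776). The call of Apol10b also ended with the mean level of marrow cell markers as a covariate (0.0540) and without each library in turn except young 3, aged 2 and aged 5 (edgeR adjusted p up to 0.119).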

Other than *Apol11a*, expression of apolipoproteins *Apol10a, Apol10b, Apol6,* and *Apobr* were also upregulated in long bones of aged mice. Lipoprotein lipase (*Lpl*) which releases fatty acid from lipoproteins for cellular uptake was also expressed more in aged mice. Elevated expression of the apolipoproteins along with *Lpl* in aged mice bone indicated higher fatty acid uptake was the main reason for their higher lipid availability. Additional lipid-related genes up-regulated in aged bones are directly involved in β-oxidation pathway (*Acadm, Acsbg1, Acsm5, Mlycd*). 

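Acsbg1 and Acsm5 were higher in aged bone, and Acadm and Mlycd did not pass the test. Acsbg1, an acyl-CoA synthetase gene, rose from 0.449 ± 0.197 to 1.23 ± 0.499 CPM (SD, n = 5 mice per group; log2 fold change of 1.42, standard error 0.34, edgeR adjusted p = 0.0242, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acsm5, a medium-chain acyl-CoA synthetase gene, rose from 0.103 ± 0.0823 to 0.411 ± 0.222 CPM, a low level (log2 fold change of 1.96, standard error 0.55, edgeR adjusted p = 0.0467). With 1 library left out the log2 fold change of Acsm5 was 1.62 to 2.57. Acadm, the medium-chain acyl-CoA dehydrogenase gene, was at 43.0 ± 9.09 CPM in young and 70.3 ± 22.2 CPM in aged bone (log2 fold change of 0.71, standard error 0.22, edgeR adjusted p = 0.0658). Mlycd, the malonyl-CoA decarboxylase gene, was at 19.3 ± 5.99 and 31.5 ± 10.2 CPM (log2 fold change of 0.71, standard error 0.24, edgeR adjusted p = 0.0955). Acadm passed with DESeq2, the replicate number as a block, the marrow cell covariate, or without aged 2 or aged 4. Mlycd passed with DESeq2, the same block and covariate, or without young 5. Neither gene passed in any other fit. Of 21 genes of mitochondrial fatty acid oxidation, 1 was higher, 0 were lower and 20 did not pass (0 higher when adjusted over the list alone). It was Etfb, an electron carrier subunit (log2 fold change of 0.59, edgeR adjusted p = 0.0480). The list as a set was higher with the preset correlation (camera adjusted p = 0.00674). With the estimated correlation of 0.592 the list did not pass (adjusted p = 0.544). Fitted with the mean muscle marker level as a covariate, its set test turned to lower (limma's camera, adjusted p = 0.920, and adjusted p = 0.980 with an estimated correlation, chosen after seeing the data). Of the called genes, Acsm5 (log2 fold change of 1.38, edgeR adjusted p = 0.169) and Etfb (0.47, 0.168) lost their calls with that covariate. The call of Acsm5 also ended with scaling by total counts alone (0.0527), limma-voom (0.0578) and the replicate number as a block (0.0510), and that of Etfb with scaling by total counts alone (0.183) and the marrow cell covariate (0.0519). The call of Acsbg1 ended without young 1, young 2 or young 3 (edgeR adjusted p up to 0.0738), that of Acsm5 without each library in turn except young 5 and aged 2 (up to 0.112) and that of Etfb without each library in turn except young 3 and aged 4 (up to 0.114).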

Finally, perilipin 5 (*Plin5)* which has been shown to increase association of lipid droplets with mitochondria in highly oxidative tissues like cardiac and skeletal muscles [53] was upregulated in aged bones. Collectively, these data indicate higher lipid flux in bones of aged mice compared to young mice where higher apolipoprotein mediated uptake of fatty acids can lead to higher availability of substrates for both oxidative phosphorylation mediated ATP generation and for generation of lipid droplets.

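No gene of oxidative phosphorylation or of the citric acid cycle passed the test on its own. Ndufb7 and Ndufb10, subunits of respiratory complex I, had log2 fold changes of 0.42 and 0.52 (standard errors 0.13 and 0.17, adjusted p = 0.0604 and 0.0879 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Idh2, the isocitrate dehydrogenase gene of mitochondria, was at 51.5 ± 13.3 CPM in young and 85.1 ± 30.6 CPM in aged bone (SD, n = 5 mice per group; log2 fold change of 0.72, standard error 0.26, edgeR adjusted p = 0.112). mt-Nd1, a complex I subunit gene on mitochondrial DNA, was at 1991 ± 1029 and 3230.1 ± 1722 CPM (log2 fold change of 0.70, standard error 0.42, edgeR adjusted p = 0.320). Of 83 nuclear subunits of the respiratory chain, 0 passed edgeR's test over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 8 were higher and 2 lower, with DESeq2 2 were higher, and with limma-voom 0 passed. Of 23 genes of the citric acid cycle and pyruvate dehydrogenase, 0 passed over all genes or when adjusted over the list alone (4 higher at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom). Among them Ogdhl, which encodes a protein like oxoglutarate dehydrogenase, had a log2 fold change of 0.92 (edgeR adjusted p = 0.0976). The medians of nuclear-encoded respiratory chain subunits and of TCA cycle and pyruvate dehydrogenase were 0.18 and 0.15 on the log2 scale (camera adjusted p = 0.00370 and 0.0313, and adjusted p = 0.679 and 0.679 with an estimated correlation). After adding the mean muscle marker level as a covariate the medians were -0.18 and -0.25, and both set tests turned to lower (limma's camera, adjusted p = 0.00229 and 0.0274, and adjusted p = 0.590 and 0.617 with an estimated correlation, an alternative chosen after seeing the data). With scaling by total counts alone the latter was -0.02. Of 12 protein genes of mitochondrial DNA, 0 passed over all genes, when adjusted over the list alone, at an unadjusted p under 0.05, with DESeq2 or with limma-voom. Their mean was 8.80 on the log2 CPM scale in aged 1, 6.63 to 8.26 in the other aged and 6.07 to 8.25 in young libraries. All mitochondrial genes together took 12.2% of the counts in aged 1 and 2.41% to 5.36% in the other aged libraries. The median log2 fold change of the protein genes was 0.60 (limma's camera, adjusted p = 0.0406, and adjusted p = 0.651 with an estimated correlation). For these mitochondrially encoded protein genes it was -0.11 with the muscle covariate (limma's camera, adjusted p = 0.931, and adjusted p = 0.980 with an estimated correlation). From the expression of the apolipoproteins and of Lpl, the paper reasons that aged bone takes up more fatty acids, and it proposes that these can serve both ATP generation and lipid droplets.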

Although osteoblasts from older mice were able to generate more ATP utilizing endogenous nutrients, unlike young mice they failed to utilize externally added nutrients to increase their ATP production. In fact, it led to higher proton leak in these cells indicating they were not able to adapt to change in external nutrient availability like the younger mice. These data indicated that although cells from aged mice may have higher intracellular nutrient availability, with aging both stromal cells and matured osteoblasts became less adaptive to external environment and more prone towards proton leak. Proton leak can be caused by dysfunctional mitochondria. Interestingly, aging has been proposed to lead to mitochondrial dysfunction in several tissues including bone [54], brain [55], muscle [56] and cardiovascular tissue [57]. Additive effects of increased expression of genes involved in fatty acid uptake and mitochondrial dysfunction can be the reason for the inability of these cells from aged mice to utilize exogenous nutrients. Instead of generating more ATP, the oxidation of excess exogenous fatty acid taken up by these cells was leading to more protons leak due to the presence of damaged mitochondria. Proton leak is also very closely associated with mitochondrial ROS generation and cell death [58]. Several previous reports have also suggested a strong correlation between senescence and oxidative stress [59, 60]. Corroborating with this our RNA sequencing data from bone demonstrated higher expression of oxidative stress marker genes and lower expression of oxidative stress mitigation genes in 22-month-old mice. 

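Few antioxidant defence genes passed the test in aged bone. Gsr, which encodes glutathione reductase, rose from 147 ± 13.8 to 192 ± 21.8 CPM (SD, n = 5 mice per group; log2 fold change of 0.39, standard error 0.11, edgeR adjusted p = 0.0446, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nqo1, a quinone reductase gene, was at 5.02 ± 0.958 CPM in young and 8.34 ± 2.66 CPM in aged bone (log2 fold change of 0.73, standard error 0.22, edgeR adjusted p = 0.0582). Of 31 antioxidant defence genes, Gsr was higher, Gpx7 was lower and 29 did not pass, with the same counts when adjusted over the list alone (median log2 fold change of -0.05, limma's camera, adjusted p = 0.215). Xdh, the xanthine oxidoreductase gene, rose from 158 ± 7.08 to 244 ± 50.4 CPM (log2 fold change of 0.63, standard error 0.13, edgeR adjusted p = 0.0111). Of 17 oxidant-producing enzymes, Xdh was higher and 16 did not pass (6 higher when adjusted over the list alone; camera adjusted p = 0.0121, and adjusted p = 0.304 with an estimated correlation). Alox5, a lipoxygenase gene of white blood cells, had a log2 fold change of 0.49 (edgeR adjusted p = 0.0585). The calls of Gsr and Xdh ended with scaling by total counts alone (edgeR adjusted p = 0.454 and 0.130). The call of Gsr also ended with upper quartile scaling (0.0573) and no filter on low counts (0.0537) and in each of the 10 fits that left out 1 library (edgeR adjusted p up to 0.0991).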

The Mitochondrial dysfunction can also be one of the reasons for the shift of the lipid flux more towards anabolic lipid droplet formation where the higher availability of intracellular fatty acid due to increased uptake was not being used up completely but was rather leading to accumulation of lipid droplets. Interestingly, we found increased expression of multiple aldehyde dehydrogenases (*Aldh1l1, Aldh1a2, Aldh3b2, Aldh5a1*). These enzymes have been reported to get upregulated under oxidative stress [61, 62], as other than catalyzing their substrate specific reactions, all of them can act as “aldehyde scavenger’ during lipid peroxidation [61]. 

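Of the aldehyde dehydrogenases, Aldh1a2, Aldh1l1 and Aldh3b2 were higher in aged bone and Aldh5a1 did not pass the test. Aldh1a2, which makes retinoic acid, rose from 0.443 ± 0.110 to 2.16 ± 0.566 CPM (SD, n = 5 mice per group; log2 fold change of 2.31, standard error 0.25, edgeR adjusted p = 2.6e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aldh1l1, an enzyme gene of folate metabolism, rose from 2.98 ± 1.18 to 5.76 ± 1.04 CPM (log2 fold change of 0.95, standard error 0.24, edgeR adjusted p = 0.0293), and Aldh3b2 from 2.11 ± 0.230 to 3.65 ± 0.520 CPM (log2 fold change of 0.79, standard error 0.16, edgeR adjusted p = 0.00971). Aldh5a1, the succinate semialdehyde dehydrogenase gene, was at 3.05 ± 0.498 CPM in young and 4.76 ± 1.32 CPM in aged bone (log2 fold change of 0.64, standard error 0.20, edgeR adjusted p = 0.0636). Aldh5a1 passed with DESeq2, with the replicate number as a block, or without aged 2 or aged 4, and in no other fit. Aldh1l2, the mitochondrial relative of Aldh1l1, fell by 0.69 and Aldh18a1, an enzyme gene of proline synthesis, by 0.45 on the log2 scale (edgeR adjusted p = 0.0239 and 0.0121). Of 19 members of the family, 3 were higher, 2 were lower and 14 did not pass (5 higher and 3 lower when adjusted over the list alone; limma's camera, adjusted p = 0.0995). The call of Aldh1l1 ended with the mean level of the muscle markers as a covariate (log2 fold change of 0.80, standard error 0.25, edgeR adjusted p = 0.0713) and without each library in turn except young 5, aged 1, aged 2 and aged 5 (up to 0.0774). Scaling by total counts alone ended the calls of Aldh1l1 and Aldh3b2 (edgeR adjusted p = 0.0669 and 0.102).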

Oxidative stress can lead to peroxidation of lipid which can result in toxicity and cell death [63, 64]. These aldehyde dehydrogenases are NAD(P)^+^ dependent enzymes that can convert the aldehydes formed due to peroxidation of fatty acids back to their respective carboxylic acids. Recent studies have shown increased lipid droplet production is another defense mechanism used by cells to protect themselves from lipid peroxidation [65, 66]. This way they can hide the unsaturated fatty acids which are more vulnerable to ROS within the core of lipid droplets, esterified in form of neutral lipid like triglyceride or cholesterol ester [65]. Thus, accumulation of lipid droplets in the bone cells of aged mice and upregulation of diacylglycerolacyl-transferase (*Dgat2l6*) the rate limiting enzyme in triglyceride synthesis in bone of aged mice can be a protective measure adapted by these cells against the higher oxidative stress and presence of dysfunctional mitochondria.

In conclusion, our data demonstrate regulated metabolism is important for maintenance of bone homeostasis. Dysregulation of this process due to aging leads to generation of oxidative stress which can further lead to impaired functioning and even death of osteoblasts (Fig. 8) which can be one of the reason for decrease in their number with aging [67]. The overall effect of this is reflected in loss of bone which is one of the leading reasons for age related osteoporosis. Although, accumulation of lipid droplets can be a protective mechanism to adapt to the higher oxidative stress, shifting metabolic energy flux from glycolytic to oxidative phosphorylation to utilize this stored lipid can be the reason behind the higher ROS generation of these cells. Since osteoblasts *in vivo* are exposed to constant external nutrient availability, combinatorial effect of excess uptake of lipid and damaged mitochondria can make them more prone to proton leak and ROS generation. There are multiple previous reports associating increased marrow adiposity with aging in both human and mice [68-70], here we have shown for the first time the lipid metabolism of the bone per se also gets affected due to aging which may further lead to age related bone loss. However, studying site specific metabolic profile and gene expression in cortical versus trabecular bone with aging will be interesting as that might help us to find protective measures against age related osteoporosis.

## Supplementary Materials

The Supplementary data can be found online at: www.aginganddisease.org/EN/10.14336/AD.2023.0510.

## References

[1] WeilbaecherKN, GuiseTA, McCauleyLK (2011). Cancer to bone: a fatal attraction. Nat Rev Cancer, 11:411-425.21593787 10.1038/nrc3055PMC3666847

[2] ZaidiM (2007). Skeletal remodeling in health and disease. Nat Med, 13:791-801.17618270 10.1038/nm1593

[3] IqbalJ, SunL, ZaidiM (2009). Coupling bone degradation to formation. Nat Med, 15:729-731.19584858 10.1038/nm0709-729

[4] EtichJ, LessmeierL, RehbergM, SillH, ZauckeF, NetzerC, et al. (2020). Osteogenesis imperfecta-pathophysiology and therapeutic options. Mol Cell Pediatr, 7:9.32797291 10.1186/s40348-020-00101-9PMC7427672

[5] GaribaldiN, ContentoBM, BabiniG, MoriniJ, SicilianiS, BiggiogeraM, et al. (2021). Targeting cellular stress in vitro improves osteoblast homeostasis, matrix collagen content and mineralization in two murine models of osteogenesis imperfecta. Matrix Biol, 98:1-20.33798677 10.1016/j.matbio.2021.03.001PMC11162743

[6] Al-BariAA, Al MamunA (2020). Current advances in regulation of bone homeostasis. FASEB Bioadv, 2:668-679.33205007 10.1096/fba.2020-00058PMC7655096

[7] DhanwalDK (2011). Thyroid disorders and bone mineral metabolism. Indian J Endocrinol Metab, 15:S107-112.21966645 10.4103/2230-8210.83339PMC3169869

[8] EmmanuelleNE, Marie-CecileV, FlorenceT, Jean-FrancoisA, FrancoiseL, CoralieF, et al. (2021). Critical Role of Estrogens on Bone Homeostasis in Both Male and Female: From Physiology to Medical Implications. Int J Mol Sci, 22.33557249 10.3390/ijms22041568PMC7913980

[9] JinJ, WangY, JiangH, KourkoumelisN, RenaudineauY, DengZ (2018). The impact of obesity through fat depots and adipokines on bone homeostasis. AME Medical Journal, 3:10-10.

[10] ChandraA, RajawatJ (2021). Skeletal Aging and Osteoporosis: Mechanisms and Therapeutics. Int J Mol Sci, 22.33805567 10.3390/ijms22073553PMC8037620

[11] HalloranBP, FergusonVL, SimskeSJ, BurghardtA, VentonLL, MajumdarS (2002). Changes in Bone Structure and Mass with Advancing Age in the Male C57BL 6J Mouse. J Bone Miner Res, 17:1044-1050.12054159 10.1359/jbmr.2002.17.6.1044

[12] ShimJ, IwayaC, AmbroseCG, SuzukiA, IwataJ (2022). Micro-computed tomography assessment of bone structure in aging mice. Sci Rep, 12:8117.35581227 10.1038/s41598-022-11965-4PMC9114112

[13] LaiP, SongQ, YangC, LiZ, LiuS, LiuB, et al. (2016). Loss of Rictor with aging in osteoblasts promotes age-related bone loss. Cell Death Dis, 7:e2408.27735936 10.1038/cddis.2016.249PMC5133960

[14] AlmeidaM (2012). Aging mechanisms in bone. Bonekey Rep, 1.23705067 10.1038/bonekey.2012.102PMC3659822

[15] AlmeidaM, HanL, Martin-MillanM, O'BrienCA, ManolagasSC (2007). Oxidative stress antagonizes Wnt signaling in osteoblast precursors by diverting beta-catenin from T cell factor- to forkhead box O-mediated transcription. J Biol Chem, 282:27298-27305.17623658 10.1074/jbc.M702811200

[16] Tiede-LewisLM, XieY, HulbertMA, CamposR, DallasMR, DusevichV, et al. (2017). Degeneration of the osteocyte network in the C57BL/6 mouse model of aging. Aging (Albany NY), 9:2190-2208.29074822 10.18632/aging.101308PMC5680562

[17] GerdhemP, IsakssonA, AkessonK, ObrantKJ (2005). Increased bone density and decreased bone turnover, but no evident alteration of fracture susceptibility in elderly women with diabetes mellitus. Osteoporos Int, 16:1506-1512.15824889 10.1007/s00198-005-1877-5

[18] DuqueG (2008). Bone and fat connection in aging bone. Curr Opin Rheumatol, 20:429-434.18525356 10.1097/BOR.0b013e3283025e9c

[19] MoermanEJ, TengK, LipschitzDA, Lecka-CzernikB (2004). Aging activates adipogenic and suppresses osteogenic programs in mesenchymal marrow stroma/stem cells: the role of PPAR-gamma2 transcription factor and TGF-beta/BMP signaling pathways. Aging Cell, 3:379-389.15569355 10.1111/j.1474-9728.2004.00127.xPMC1850101

[20] JilkaRL, WeinsteinRS, ParfittAM, ManolagasSC (2007). Quantifying osteoblast and osteocyte apoptosis: challenges and rewards. J Bone Miner Res, 22:1492-1501.17542686 10.1359/jbmr.070518

[21] NojiriH, SaitaY, MorikawaD, KobayashiK, TsudaC, MiyazakiT, et al. (2011). Cytoplasmic superoxide causes bone fragility owing to low-turnover osteoporosis and impaired collagen cross-linking. J Bone Miner Res, 26:2682-2694.22025246 10.1002/jbmr.489

[22] KukJL, SaundersTJ, DavidsonLE, RossR (2009). Age-related changes in total and regional fat distribution. Ageing Res Rev, 8:339-348.19576300 10.1016/j.arr.2009.06.001

[23] Roger H UngerLO (2002). <pancreas.pdf>. Biochimica et Biophysica Acta (BBA) - Molecular and Cell Biology of Lipids, 1585:202-212.12531555

[24] SlawikM, Vidal-PuigAJ (2006). Lipotoxicity, overnutrition and energy metabolism in aging. Ageing Res Rev, 5:144-164.16630750 10.1016/j.arr.2006.03.004

[25] ZhouY-T, GrayburnP, KarimA, ShimabukuroM, HigaM, BaetensD, et al. (2000). Lipotoxic heart disease in obese rats: implications for human obesity. Proceedings of the National Academy of Sciences, 97:1784-1789.10.1073/pnas.97.4.1784PMC2651310677535

[26] DuqueG (2007). As a matter of fat: New perspectives on the understanding of age-related bone loss. BoneKEy-Osteovision, 4:129-140.

[27] DuqueG (2008). Bone and fat connection in aging bone. Current Opinion in Rheumatology, 20:429-434.18525356 10.1097/BOR.0b013e3283025e9c

[28] JustesenJ, StenderupK, EbbesenEN, MosekildeL, SteinicheT, KassemM (2001). Adipocyte tissue volume in bone marrow is increased with aging and in patients with osteoporosis. Biogerontology, 2:165-171.11708718 10.1023/a:1011513223894

[29] Beata Lecka-CzernikEJM, DavidFG, JürgenML, StavrosCM, RobertLJ ( 2002). Divergent Effects of Selective Peroxisome Proliferator-Activated Receptor-γ2 Ligands on Adipocyte Versus Osteoblast Differentiation. Endocrinology, 143:2376-2384.12021203 10.1210/endo.143.6.8834

[30] MaridasDE, Rendina-RuedyE, LePT, RosenCJ (2018). Isolation, Culture, and Differentiation of Bone Marrow Stromal Cells and Osteoclast Progenitors from Mice. [J] Vis Exp.10.3791/56750PMC590844929364278

[31] Phinney DGKG, IsaacsonRL, ProckopDJ (1999). Plastic adherent stromal cells from the bone marrow of commonly used strains of inbred mice: variations in yield, growth, and differentiation. J Cell Biochem, 72:570-585.10022616

[32] SunS GZ, XiaoX, LiuB, LiuX, TangPH, MaoN (2003). Isolation of mouse marrow mesenchymal progenitors by a novel and reliable method. Stem Cells, 21:527-535.12968107 10.1634/stemcells.21-5-527

[33] JayapalanS, NandyA, Rendina-RuedyE (2022). Using Real-Time Cell Metabolic Flux Analyzer to Monitor Osteoblast Bioenergetics. [J] Vis Exp.10.3791/63142PMC1096247235311813

[34] BlighEG, DyerWJ (1959). A rapid method of total lipid extraction and purification. Canadian journal of biochemistry and physiology, 37:911-917.13671378 10.1139/o59-099

[35] RamboldAS, CohenS, Lippincott-SchwartzJ (2015). Fatty acid trafficking in starved cells: regulation by lipid droplet lipolysis, autophagy, and mitochondrial fusion dynamics. Dev Cell, 32:678-692.25752962 10.1016/j.devcel.2015.01.029PMC4375018

[36] GoldmanHM, McFarlinSC, CooperDM, ThomasCD, ClementJG (2009). Ontogenetic patterning of cortical bone microstructure and geometry at the human mid-shaft femur. Anat Rec (Hoboken), 292:48-64.19051245 10.1002/ar.20778

[37] GarnSM, SullivanTV, DeckerSA, LarkinFA, HawthorneVM (1992). Continuing bone expansion and increasing bone loss over a two-decade period in men and women from a total community sample. Am J Hum Biol, 4:57-67.28524405 10.1002/ajhb.1310040109

[38] Tiede-LewisLM, XieY, HulbertMA, CamposR, DallasMR, DusevichV, et al. (2017). Degeneration of the osteocyte network in the C57BL/6 mouse model of aging. Aging, 9(10):2190-220829074822 10.18632/aging.101308PMC5680562

[39] BecerikliM, JaurichH, SchiraJ, SchulteM, DobeleC, WallnerC, et al. (2017). Age-dependent alterations in osteoblast and osteoclast activity in human cancellous bone. J Cell Mol Med, 21:2773-2781.28444839 10.1111/jcmm.13192PMC5661248

[40] HalloranBP, FergusonVL, SimskeSJ, BurghardtA, VentonLL, MajumdarS (2002). Changes in bone structure and mass with advancing age in the male C57BL/6J mouse. J Bone Miner Res, 17:1044-1050.12054159 10.1359/jbmr.2002.17.6.1044

[41] Bar-Shira-MaymonB, ColemanR, CohenA, Steinhagen-ThiessenE, SilbermannM (1989). Age-related bone loss in lumbar vertebrae of CW-1 female mice: a histomorphometric study. Calcif Tissue Int, 44:36-45.2492885 10.1007/BF02556238

[42] WesleyUV, BhuteVJ, HatcherJF, PalecekSP, DempseyRJ (2019). Local and systemic metabolic alterations in brain, plasma, and liver of rats in response to aging and ischemic stroke, as detected by nuclear magnetic resonance (NMR) spectroscopy. Neurochem Int, 127:113-124.30707914 10.1016/j.neuint.2019.01.025

[43] Lettieri-BarbatoD, VenturaN, FaraonioR, AquilanoK (2020). Editorial: Advances in Metabolic Mechanisms of Aging and Its Related Diseases. Front Physiol, 11:594974.33132919 10.3389/fphys.2020.594974PMC7579133

[44] QiG, MiY, YinF (2019). Cellular Specificity and Inter-cellular Coordination in the Brain Bioenergetic System: Implications for Aging and Neurodegeneration. Front Physiol, 10:1531.31969828 10.3389/fphys.2019.01531PMC6960098

[45] SabbatinelliJ, PrattichizzoF, OlivieriF, ProcopioAD, RippoMR, GiulianiA (2019). Where Metabolism Meets Senescence: Focus on Endothelial Cells. Front Physiol, 10:1523.31920721 10.3389/fphys.2019.01523PMC6930181

[46] GunturAR, LePT, FarberCR, RosenCJ (2014). Bioenergetics during calvarial osteoblast differentiation reflect strain differences in bone mass. Endocrinology, 155:1589-1595.24437492 10.1210/en.2013-1974PMC3990840

[47] MisraBB, JayapalanS, RichardsAK, HeldermanRCM, Rendina-RuedyE (2021). Untargeted metabolomics in primary murine bone marrow stromal cells reveals distinct profile throughout osteoblast differentiation. Metabolomics, 17:86.34537901 10.1007/s11306-021-01829-9PMC8450216

[48] Rendina-RuedyE, GunturAR, RosenCJ (2017). Intracellular lipid droplets support osteoblast function. Adipocyte, 6:250-258.28792783 10.1080/21623945.2017.1356505PMC5638385

[49] KawaiK, TamakiA, HirohataK (1985). Steroid-induced accumulation of lipid in the osteocytes of the rabbit femoral head. A histochemical and electron microscopic study. JBJS, 67:755-763.3997928

[50] WangY, LiY, MaoK, LiJ, CuiQ, WangG-J (2003). Alcohol-Induced Adipogenesis in Bone and Marrow: A Possible Mechanism for Osteonecrosis. Clinical Orthopaedics and Related Research®, 410:213-224.10.1097/01.blo.0000063602.67412.8312771833

[51] MaurelDB, PalluS, JaffreC, FazzalariNL, BoisseauN, UzbekovR, et al. (2012). Osteocyte apoptosis and lipid infiltration as mechanisms of alcohol-induced bone loss. Alcohol Alcohol, 47:413-422.22596044 10.1093/alcalc/ags057

[52] TassiE, GarmanKA, SchmidtMO, MaX, KabbaraKW, UrenA, et al. (2018). Fibroblast Growth Factor Binding Protein 3 (FGFBP3) impacts carbohydrate and lipid metabolism. Sci Rep, 8:15973.30374109 10.1038/s41598-018-34238-5PMC6206164

[53] KimmelAR, SztalrydC (2014). Perilipin 5, a lipid droplet protein adapted to mitochondrial energy utilization. Curr Opin Lipidol, 25:110-117.24535284 10.1097/MOL.0000000000000057PMC4517968

[54] ShumLC, WhiteNS, NadtochiySM, BentleyKL, BrookesPS, JonasonJH, et al. (2016). Cyclophilin D Knock-Out Mice Show Enhanced Resistance to Osteoporosis and to Metabolic Changes Observed in Aging Bone. PLoS One, 11:e0155709.27183225 10.1371/journal.pone.0155709PMC4868300

[55] EliseevRA, FilippovG, VelosJ, VanWinkleB, GoldmanA, RosierRN, et al. (2007). Role of cyclophilin D in the resistance of brain mitochondria to the permeability transition. Neurobiol Aging, 28:1532-1542.16876914 10.1016/j.neurobiolaging.2006.06.022

[56] FigueiredoPA, PowersSK, FerreiraRM, AppellHJ, DuarteJA (2009). Aging impairs skeletal muscle mitochondrial bioenergetic function. J Gerontol A Biol Sci Med Sci, 64:21-33.19196905 10.1093/gerona/gln048PMC2691197

[57] HarrisonCM, PompiliusM, PinkertonKE, BallingerSW (2011). Mitochondrial oxidative stress significantly influences atherogenic risk and cytokine-induced oxidant production. Environ Health Perspect, 119:676-681.21169125 10.1289/ehp.1002857PMC3094420

[58] NanayakkaraGK, WangH, YangX (2019). Proton leak regulates mitochondrial reactive oxygen species generation in endothelial cell activation and inflammation - A novel concept. Arch Biochem Biophys, 662:68-74.30521782 10.1016/j.abb.2018.12.002PMC6800189

[59] LiguoriI, RussoG, CurcioF, BulliG, AranL, Della-MorteD, et al. (2018). Oxidative stress, aging, and diseases. Clin Interv Aging, 13:757-772.29731617 10.2147/CIA.S158513PMC5927356

[60] StefanatosR, SanzA (2018). The role of mitochondrial ROS in the aging brain. FEBS Lett, 592:743-758.29106705 10.1002/1873-3468.12902

[61] SinghS, BrockerC, KoppakaV, ChenY, JacksonBC, MatsumotoA, et al. (2013). Aldehyde dehydrogenases in cellular responses to oxidative/electrophilic stress. Free Radic Biol Med, 56:89-101.23195683 10.1016/j.freeradbiomed.2012.11.010PMC3631350

[62] ChenY, MehtaG, VasiliouV (2009). Antioxidant defenses in the ocular surface. Ocul Surf, 7:176-185.19948101 10.1016/s1542-0124(12)70185-4PMC4104792

[63] BrooksPJ, TheruvathuJA (2005). DNA adducts from acetaldehyde: implications for alcohol-related carcinogenesis. Alcohol, 35:187-193.16054980 10.1016/j.alcohol.2005.03.009

[64] JacobsAT, MarnettLJ (2010). Systems Analysis of Protein Modification and Cellular Responses Induced by Electrophile Stress. Accounts of Chemical Research, 43:673-683.20218676 10.1021/ar900286yPMC2873822

[65] BaileyAP, KosterG, GuillermierC, HirstEM, MacRaeJI, LecheneCP, et al. (2015). Antioxidant Role for Lipid Droplets in a Stem Cell Niche of Drosophila. Cell, 163:340-353.26451484 10.1016/j.cell.2015.09.020PMC4601084

[66] LeeJ, HommaT, KurahashiT, KangES, FujiiJ (2015). Oxidative stress triggers lipid droplet accumulation in primary cultured hepatocytes by activating fatty acid synthesis. Biochem Biophys Res Commun, 464:229-235.26116535 10.1016/j.bbrc.2015.06.121

[67] LeAnnM. Tiede-LewisYX, HulbertMolly A (2017). Degeneration of the osteocyte network in the C57BL/6 mouse model of aging. Aging, 9.10.18632/aging.101308PMC568056229074822

[68] GriffithJF, YeungDK, MaHT, LeungJC, KwokTC, LeungPC (2012). Bone marrow fat content in the elderly: a reversal of sex difference seen in younger subjects. J Magn Reson Imaging, 36:225-230.22337076 10.1002/jmri.23619

[69] TuljapurkarSR, McGuireTR, BrusnahanSK, JacksonJD, GarvinKL, KessingerMA, et al. (2011). Changes in human bone marrow fat content associated with changes in hematopoietic stem cell numbers and cytokine levels with aging. J Anat, 219:574-581.21923862 10.1111/j.1469-7580.2011.01423.xPMC3191309

[70] AmbrosiTH, ScialdoneA, GrajaA, GohlkeS, JankAM, BocianC, et al. (2017). Adipocyte Accumulation in the Bone Marrow during Obesity and Aging Impairs Stem Cell-Based Hematopoietic and Bone Regeneration. Cell Stem Cell, 20:771-784 e776.28330582 10.1016/j.stem.2017.02.009PMC5459794

# Supplementary material for: Altered Osteoblast Metabolism with Aging Results in Lipid Accumulation and Oxidative Stress Mediated Bone Loss
**Source:** Aging Dis. 2024 Apr 1;15(2):767–86. doi: 10.14336/AD.2023.0510
**Supplement:** Supplementary file 1

## SUPPLEMENTARY DATA

# **Altered Osteoblast Metabolism with Aging Results in Lipid Accumulation and Oxidative Stress Mediated Bone Loss**

**Ananya Nandy, Alison Richards, Santosh Thapa, Alena Akhmetshina<sup>1,3</sup>, Nikita Narayani,  
Elizabeth Rendina-Ruedy**

# SUPPLEMENTARY DATA

**A**

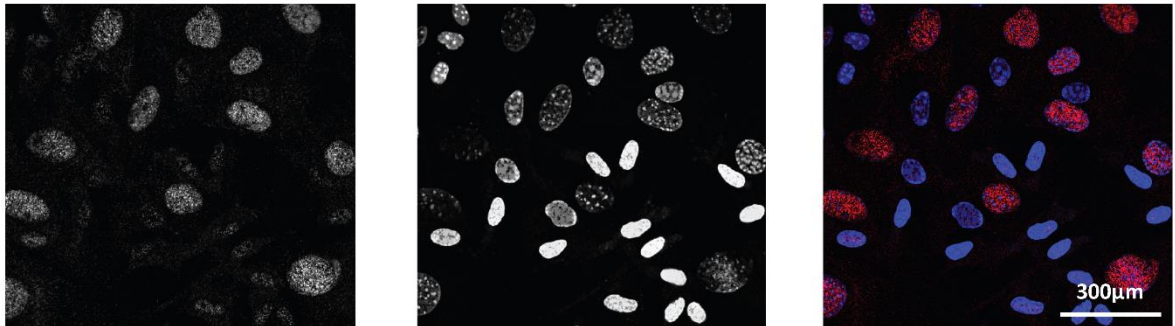

**B**

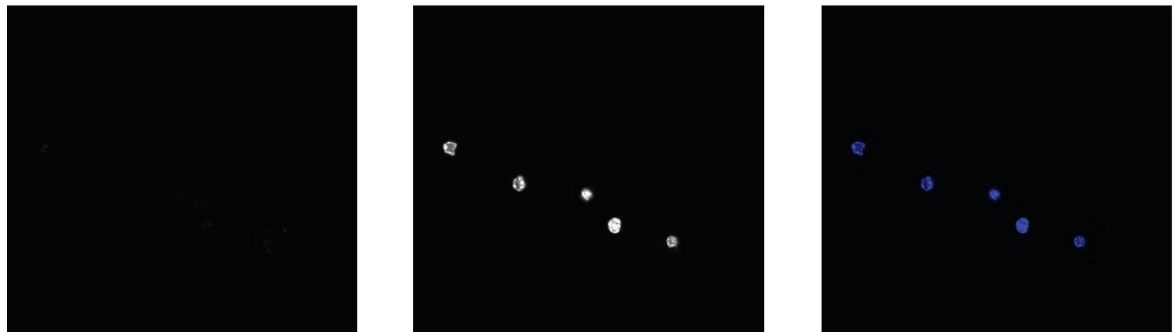

**C**

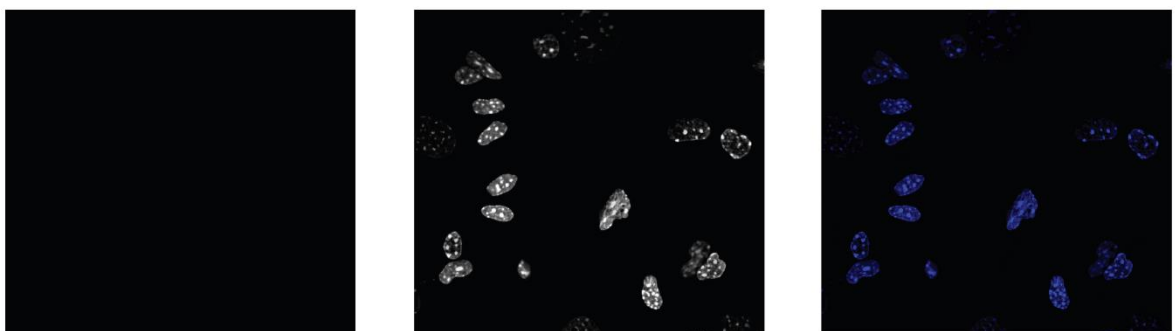

**Supplementary Figure 1.** Confirmation of presence of stromal osteogenic population in BMSC. Representative confocal image of (A) undifferentiated stromal cells (B) hematopoietic stem cells from 2 months old mice immunostained for Runx2 with DAPI staining. (C) Representative confocal image of secondary antibody control of undifferentiated stromal cells. Panel 1 shows monochrome images of nuclei staining by Runx2 whereas panel 2 shows monochrome images of nuclei staining by DAPI and panel 3 shows merged image (Runx2 in red and DAPI in blue).

SUPPLEMENTARY DATA

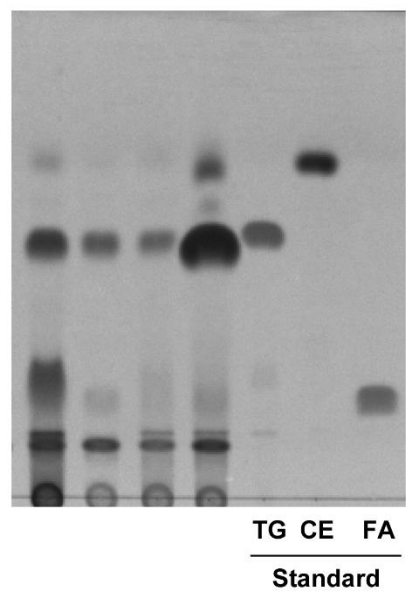

**Supplementary Figure 2.** Neutral lipid profile in human bones. (A) Thin layer chromatogram of lipid harvested from flushed femur (femur without any bone marrow) from human autopsy samples (between 65–82-year-old), where N=4.

**Supplementary Table 1.** RNA-Seq Library Characteristics

# SUPPLEMENTARY DATA

**Supplementary Table 2. Differentially expressed genes in bones of aged mice versus young mice**

## 2.1. Statistically significant (FDR adj p≤0.05) upregulated (≥1.5 fold genes)

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

### 2.2. Statistically significant (FDR adj p≤0.05) downregulated (≥1.5 fold genes)

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

# SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

## SUPPLEMENTARY DATA

### 2.3. Function wise differentially expressed genes

#### 2.3.1. Oxidative Stress

#### 2.3.2. Lipid peroxidation responder

# SUPPLEMENTARY DATA

## 2.3.3. Antioxidant

## 2.3.4. Glucose metabolism

## 2.3.5. Lipid metabolism

## SUPPLEMENTARY DATA

### 2.3.6. Cartilage morphogenesis

### 2.3.7. Chondrocyte differentiation

## SUPPLEMENTARY DATA

### 2.3.8. Osteoblast differentiation

### 2.3.9. Collagen synthesis and organization

## SUPPLEMENTARY DATA

# SUPPLEMENTARY DATA

## 2.3.10. Extracellular matrix organization

# SUPPLEMENTARY DATA

## 2.3.11. Ossification

## SUPPLEMENTARY DATA

### 2.3.12. Bone development

# SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

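RNA of flushed, pulverized femurs from 5 male mice aged 2 months and 5 aged 22 months was sequenced, 1 library per mouse. The deposited table holds counts of reads per gene, which the authors, per the paper's methods, made by trimming with Cutadapt v2.10, aligning with STAR 2.7.8a to GRCm38.p6 and counting with featureCounts 2.0.2. The labels of the deposited data name a human genome build, while the gene identifiers are mouse Ensembl identifiers. Of the 38962 identifiers, 38842 are in GENCODE vM21 and 38597 of them have the same start and end there. The annotation release and the use of strand in counting are not given in the sources used here. The columns hold whole numbers with different totals and were used as raw counts. All 10 columns were mapped to a mouse by their labels, and none was left out.

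Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter (minimum count 10, minimum total 15), libraries were scaled by TMM, and aged bone was compared with young bone by a robust quasi-likelihood fit and test, with p-values adjusted by Benjamini-Hochberg over the tested genes. A gene of the whole table or of a list of the study counts as called at an adjusted p of at most 0.05 and at least 1.5-fold. A gene of a textbook list counts as higher or lower at an adjusted p of at most 0.05, and each list was also adjusted alone. The standard error of a fold change is the size of the log2 fold change divided by the root of the F statistic. Lists were tested as sets with camera of limma 3.58.1 (inter-gene correlation preset at 0.01, and also estimated), adjusted over the 49 lists. Correlations used log2 CPM with a prior count of 2. Single values per library were compared by exact permutation over the 126 splits of 10 libraries into equal groups, whose smallest p is 0.00794. Alternatives were other scalings, other filters, DESeq2 1.42.0, limma-voom, other thresholds, mean levels of muscle and of marrow cell markers as covariates, the replicate number as a block, and leaving out each library in turn. Scaling without Gm26917, and set tests with both the muscle covariate and an estimated correlation, were added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

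The libraries hold 31788232 to 45075335 counts, and the median standard error of the tested genes is 0.178 on the log2 scale. The steps were tested on simulated data made from these counts, with 200 of 21863 genes changed. Of genes changed 1.5-fold, 19 of 67 were called, of genes changed 2-fold 59 of 67, and of genes changed 4-fold 66 of 66, with 8 false calls among 152. In the data 1610 of 22088 genes passed at an adjusted p of at most 0.05, so these shares need not hold for the real calls. Genes are named in the text by a rule: genes the paper names or lists for stress, glucose and lipid metabolism, the 5 largest and the 5 smallest p changes in each direction, and up to 3 members with the smallest p in each list. The values of genes in the paper's tables had been seen when the rule was written. Genes outside the rule are marked where they are named. Some single genes and lists are not reported here. The imaging, lipid, metabolic flux and cell culture data of the paper were not analysed here.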

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

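The tests of muscle, of dilution and of leftover marrow in this part were chosen only after the results they concern had been seen, while the test over other splits of the libraries was planned.

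Single libraries were compared with the other 4 of their group, genes on the log2 scale although their values are given below in CPM. In 22 of 404 groups of values a single library stood apart. Its gap to the nearest library was a larger part of the group's range than Dixon's limit for 5 values. Chance gives this in about 1 in 20 groups, which makes 20.2 groups here. The genes and lists tested were those named in the finished text, a set fixed after the values were seen, so this number is a rough guide. The share of the mitochondrial ribosomal RNA mt-Rnr2 was 7.68% in aged 1 (other aged libraries 0.773 to 2.33), the share of red cell precursor markers was 1.32% in aged 2 (other aged libraries 0.428 to 0.598) and the mean of the list chondrocyte markers was 2.02 on the log2 CPM scale in aged 4 (other aged libraries 2.68 to 2.93). The mean of the list B cell markers was 5.05 on the log2 CPM scale in aged 1 (other aged libraries 4.70 to 4.80), Aldh3b2 was 2.74 CPM in aged 1 (other aged libraries 3.77 to 4.05) and Angptl4 was 12.1 CPM in young 4 (other young libraries 10.5 to 10.8). Col12a1 was 86.7 CPM in aged 4 (other aged libraries 187 to 256), Col3a1 was 196 CPM in aged 4 (other aged libraries 436 to 577) and Col4a2 was 57.1 CPM in aged 4 (other aged libraries 98.7 to 106). Fgfbp3 was 8.14 CPM in aged 2 (other aged libraries 13.2 to 15.1), Gria2 was 0.462 CPM in young 1 (other young libraries 0.660 to 0.731) and Grin2c was 0.425 CPM in young 5 (other young libraries 0.173 to 0.209). Igfbp3 was 4.69 CPM in aged 4 (other aged libraries 8.53 to 9.31), Lox was 93.9 CPM in young 5 (other young libraries 180.1 to 194) and Lrrc17 was 6.05 CPM in young 1 (other young libraries 7.56 to 8.27). Maob was 1.57 CPM in aged 4 (other aged libraries 3.59 to 4.97), P4ha3 was 0.891 CPM in aged 4 (other aged libraries 1.86 to 2.30) and Pax5 was 64.5 CPM in aged 1 (other aged libraries 46.5 to 49.4). Pgm5 was 7.69 CPM in aged 4 (other aged libraries 21.0 to 27.0), Pklr was 13.6 CPM in aged 2 (other aged libraries 8.25 to 9.53) and Postn was 391 CPM in young 5 (other young libraries 539 to 607). Soat2 was 2.37 CPM in young 2 (other young libraries 3.21 to 3.47). Aged 4 was the lowest in 8 of these, and genes that vary together are not independent.

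Among other splits of the 10 libraries into equal groups, 1 of 100 drawn, the real one, gave as many calls as the 1184 of young against aged, and the highest other gave 1. This argues against an arbitrary grouping of the libraries as the source of the number of calls, within the limit of 100 splits. Each other split mixed young and aged mice, so their difference added to the spread within its groups. The test does not bear on single calls. Supplier and age divide the mice in the same way and cannot be told apart, since each supplier gave 1 age.

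Of the study's lists, 4 of 8 genes of glucose and 10 of 15 of lipid metabolism were called higher in aged bone. The mean level of the 31 skeletal muscle markers, the covariate here, was 7.38 to 8.98 in young and 7.99 to 9.47 in aged libraries on the log2 CPM scale, overlapping ranges, and 0 of the 30 tested markers passed edgeR's test (11 higher at an unadjusted p under 0.05, 5 with DESeq2, 0 with limma-voom; camera adjusted p = 5.2e-05, and adjusted p = 0.534 with an estimated correlation). More muscle in the aged libraries is a candidate explanation, and the paper names removal of soft tissue for cell isolation and imaging but no such step where it describes the RNA. Fitted with the muscle marker level, the median log2 fold change of the 7 glucose genes that the paper calls higher was 0.447 of that without it (0.291 to 0.562 with a library left out, above 0.5 without young 1, young 4 or aged 3). That of the 13 tested lipid genes that the paper calls higher was 0.724 (0.387 to 0.918, below 0.5 without aged 4). With the limit set at 0.5, these medians cannot tell muscle from a change within bone for either set. Single genes differed. With the muscle marker level as a covariate, 1 gene of the glucose list (Gys2) was still called higher. Of the lipid list 6 were (Apol11a, Fgfbp3, Apol10a, Apol6, Apobr and Acsbg1). The muscle list, written beforehand, shares 4 of its 30 genes with other lists and 1 with a study list, and its most abundant genes after Ttn, named after their values were seen, were at 5316 ± 2321 and 7775 ± 2319 (Myh4), 3044 ± 1377 and 4413 ± 1852 (Atp2a1) and 2781 ± 1196 and 3365 ± 1158 CPM (Acta1) in young and aged bone (SD, n = 5). For the apolipoprotein L family the ratio was 1.10 (0.825 to 1.23), which argues against muscle as the whole source, and age itself stays open and untested.

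Of 44 collagen chain genes, 23 were lower in aged bone and 3 higher. More muscle is argued against as the cause of the lower levels, since the median log2 fold change with the muscle marker level was 1.31 times that without it (1.14 to 1.35 with a library left out). Dilution of bone RNA by RNA of other tissue may contribute: the median of osteocyte markers was 0.531 of that of collagen chains (0.378 to 0.669, below 0.5 without young 1, aged 3 or aged 4), so with a limit of 0.5 it cannot be told apart from a change within bone cells by these markers. A lower synthesis of collagen with age was not tested.

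Of 11 immunoglobulin constant genes, 5 were higher in aged bone. More marrow of an unchanged cell mix left in the aged femurs would raise the markers of all marrow cells. The median log2 fold change was 0.31 (-0.04 to 0.46 with a library left out) for neutrophil markers, 0.47 (0.31 to 0.58) for megakaryocyte markers and 0.11 (-0.21 to 0.24) for monocyte and macrophage markers, and these do not exclude it. For B cell progenitor markers it was -1.09 (-1.20 to -0.97) and for erythroid markers -0.52 (-0.63 to -0.38), which argues against it as the whole source and leaves a part open. A shift among marrow cells with age, with or without more marrow, may remain and was not tested.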

How the results depend on the processing

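Collagen chains and the apolipoprotein L family kept their directions in each fit named below. Of 159 called named genes, 95 kept their call with each library left out, 89 in each other fit that tested them and 79 in all of both kinds. Where a result changed, the cause was not tested unless stated. Over all genes, 275 were higher with scaling by total counts alone, 996 with DESeq2, 66 and 90 were higher and lower with a test against 1.5-fold, and 166 and 242 at an adjusted p of at most 0.01. Scaling by total counts alone made 23.7% of the calls higher, against 49.3%, and moved the median of all genes to -0.16. With 1 library left out, 265 to 660 were higher and 353 to 646 lower, with fewer libraries tested. The replicate block, fitted because the labels share numbers, gave 732 higher and 553 lower genes, but libraries of equal number do not match (r = -0.15 to 0.17), so the numbers were not taken as pairs. Scaling without Gm26917, chosen after seeing the data, gave 584 and 600.

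Higher genes on the study's lists were: with total counts alone, oxidative stress 1, lipid peroxidation 1 and lipid metabolism 6; with no filter, oxidative stress 5, glucose 2, cartilage 0 and bone development 3; with a filter at 1 CPM, glucose 2 and bone development 3; with DESeq2, oxidative stress 6, glucose 7 and bone development 8; with limma-voom, bone development 3; with the muscle marker level, oxidative stress 1, glucose 1 (0 lower), lipid metabolism 6, cartilage 0, chondrocyte 1, collagen 0, ECM 1 and bone development 2. With 1 library left out they were oxidative stress 1 to 5, glucose 1 to 5 (0 to 1 lower), lipid metabolism 4 to 9, cartilage 0 to 1, chondrocyte 2 to 5, collagen 1 to 3 and bone development 2 to 5, while lower genes were lipid peroxidation 0 to 1 and antioxidant 1 to 3.

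Set tests reversed with the muscle marker level, with limma's camera adjusted p of 0.0274 (TCA cycle and pyruvate dehydrogenase), 0.00229 (nuclear-encoded respiratory chain subunits), 0.931 (mitochondrially encoded protein genes) and 0.920 (mitochondrial fatty acid oxidation). With an estimated correlation as well, chosen after seeing the data, these were 0.617, 0.590, 0.980 and 0.980. For the skeletal muscle markers themselves they were 0.358 and 0.693, by construction of the covariate. Ros1, Dgat2l6, Shh and Matn3 fell under the filter on low counts, Matn3 with 58 counts in the median young mouse. Whether more depth would keep them was not tested. At this depth and n, changes of 1.5-fold were often missed in simulated data (28.4% called), in which fewer genes changed than passed in the data.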

Differences from the paper's values

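The paper gives 994 genes higher in aged bone, and 584 were found here at the paper's thresholds. The paper made its calls with DESeq2, which on these counts gave 996 higher genes and so came closest to the paper's value. Of the alternatives set before the data were examined, DESeq2, no fold limit (812) and the replicate block (732) fell within 1.5 times of that value. The others, including each fit without 1 library, did not. For oxidative stress the paper gives 7 genes higher and 3 were found here, with DESeq2 (6), no filter on low counts (5) and the fit without aged 4 (5) within 1.5 times of the paper's value and the other alternatives not. For glucose metabolism the paper's supplement lists 7 higher and 4 were found here, with DESeq2 (7) and the fit without aged 4 (5) within and the others not. For bone development the paper's supplement lists 8 higher and 5 were found here, with DESeq2 (8), DESeq2-type size factors (6) and the replicate block (6) within and the others not. For ossification the paper's supplement lists 10 higher and 6 were found here. There DESeq2 (9), DESeq2-type size factors, no filter on low counts, the replicate block and the fits without young 5, aged 2 or aged 4 (7 each) were within, and the others were not.

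The paper calls Fbp2, Gys1, Ogdhl, Lpl, Acadm, Mlycd, Aldh5a1, Maob, Ppargc1a and Alox15 higher and Col11a2 and Bdh2 lower in aged bone. Here each had the paper's direction and did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, which the paper used, called each of them. The paper also counts Ros1, Dgat2l6 and Shh as higher and Matn3 as lower, and here these fell under the filter on low counts (Shh, 2 counts in all young and 30 in all aged mice, and Matn3, 271 and 35, named after their values were seen). Over all genes, the paper's tables hold 1811 called genes, of which 1776 have a symbol found in the file and 1618 were tested here. Of these, 1084 were called in the same direction, 0 in the opposite direction and 534 were not called, and 1617 had the same sign (the other was Tcf15, named after its value was seen). Over all the paper's tables, 5 symbols misread in the supplement were corrected by hand, and the counts on the study's lists rest on these symbols too.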

Other observations

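Antibody and lymphoid genes changed in aged bone in both directions. Ighg2c, a heavy chain gene of immunoglobulin G, rose from 0.704 ± 0.441 to 13.6 ± 7.89 CPM (SD, n = 5 mice per group; log2 fold change of 4.23, standard error 0.49, edgeR adjusted p = 7.5e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Igha rose from 24.0 ± 3.80 to 202 ± 154 CPM (log2 fold change of 3.08, standard error 0.47, edgeR adjusted p = 0.00395). Related antibody genes share sequence, so the split of reads between single genes is uncertain. Of 11 immunoglobulin constant genes, 5 were higher, 0 lower and 6 did not pass (7 higher when adjusted over the list alone; camera adjusted p = 1.3e-05, and adjusted p = 0.304 with an estimated correlation). The others were Ighg3, Ighg2b and, named after its value was seen, Igkc (log2 fold change of 2.61, edgeR adjusted p = 0.0181). Of 9 plasma cell markers, Jchain rose by 2.84 and Derl3 by 1.05 on the log2 scale, Sdc1 fell by 0.76 and 6 did not pass (edgeR adjusted p = 0.00517, 0.0433 and 0.0118; 3 higher and 3 lower when adjusted over the list alone). Rag1, which rearranges antigen receptor genes, fell from 45.8 ± 11.5 to 13.8 ± 4.67 CPM (log2 fold change of -1.74, standard error 0.24, edgeR adjusted p = 0.00186), and 9 of 10 B cell progenitor markers were lower, also when adjusted over the list alone (camera adjusted p = 2.0e-08, and adjusted p = 0.304 with an estimated correlation). Of 11 B cell markers, Cd79b, Pax5 and Ebf1 were lower and 8 did not pass (2 higher and 8 lower when adjusted over the list alone), and of 14 T and NK cell markers, Cd5 and Cd3e were higher and 12 did not pass (9 higher when adjusted over the list alone). The calls of Igkc ended without young 1, young 2, young 4 or aged 4 (edgeR adjusted p up to 0.0573) and of Derl3 without each library in turn except aged 1, aged 3 and aged 5 (up to 0.107), and both ended with scaling by total counts alone. The call of Igkc also ended with no filter on low counts (0.0568) and that of Derl3 with limma-voom (0.0767). That of Cd5 ended without young 2 (0.0503), that of Ebf1 without young 1 or young 2 (up to 0.0611) and that of Cd3e without young 2 or young 4 (up to 0.0684) and with scaling by total counts alone (0.0546).

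Some genes of the periosteum, of cell division and of imprinted loci were lower in aged bone. Postn, the gene of the matrix protein periostin, fell from 528 ± 81.1 to 111 ± 48.4 CPM (SD, n = 5 mice per group; log2 fold change of -2.24, standard error 0.30, edgeR adjusted p = 0.00186). With it 5 of 14 periosteal and fibroblast markers were lower, 0 were higher and 9 did not pass (10 lower when adjusted over the list alone; camera adjusted p = 6.1e-06, and adjusted p = 0.304 with an estimated correlation), namely Lum, Twist1, Cthrc1 (log2 fold change of -1.73, edgeR adjusted p = 0.0129) and, named after its value was seen, Fap (log2 fold change of -0.89, edgeR adjusted p = 0.0474). Of 25 proliferation genes, 5 were lower, 0 were higher and 20 did not pass (19 lower when adjusted over the list alone; camera adjusted p = 1.3e-08, and adjusted p = 0.344 with an estimated correlation). They were Ccna2 (-0.72 on the log2 scale), Bub1 (-0.61), Mcm4 (-0.58) and, named after their values were seen, Mcm2 (-0.48) and Mcm6 (-0.41). Of 16 erythroid markers, of red cell precursors, 0 passed edgeR's test (5 lower when adjusted over the list alone, 7 lower at an unadjusted p under 0.05, 5 with DESeq2 and 0 with limma-voom). Their median log2 fold change was -0.52 (limma's camera, adjusted p = 2.2e-04, and adjusted p = 0.421 with an estimated correlation). Plagl1, an imprinted growth regulator, fell from 23.9 ± 2.72 to 11.1 ± 1.82 CPM (log2 fold change of -1.11, standard error 0.13, edgeR adjusted p = 4.0e-04). Of 17 imprinted growth genes, 7 were lower, Igf2, named after its value was seen, was higher (log2 fold change of 0.96, edgeR adjusted p = 0.0146) and 9 did not pass (1 higher and 8 lower when adjusted over the list alone). Of 16 osteoclast markers, Car2 was lower (log2 fold change of -0.83, edgeR adjusted p = 0.0474) and 15 did not pass (0 when adjusted over the list alone). The call of Car2 ended without each library in turn except young 3 and aged 2 (edgeR adjusted p up to 0.124), and that of Ccna2 without each library in turn except young 3 and aged 2 (up to 0.107). Those of Mcm2, Mcm4 and Mcm6 ended in 8, 7 and 8 of the 10 fits that left out 1 library (up to 0.123, 0.120 and 0.146). Of Fap it ended without each library in turn except young 5, aged 1, aged 3 and aged 5 (up to 0.118). The muscle covariate ended the calls of Bub1, Igf2, Ccna2, Mcm2, Mcm4, Mcm6, Car2 and Fap (edgeR adjusted p = 0.0717, 0.0556, 0.175, 0.176, 0.181, 0.227, 0.200 and 0.123). Scaling by total counts alone ended those of Ccna2, Mcm2, Mcm4, Mcm6 and Car2 (0.0709, 0.0695, 0.0637, 0.0707 and 0.0682). The call of Mcm6 also ended with DESeq2-type size factors (0.0551), upper quartile scaling (0.0537), TMM without antibody, globin and mitochondrial genes (0.0522), limma-voom (0.0552), a fit that is not robust (0.0538), the replicate number as a block (0.0526) and the marrow cell covariate (0.0503), that of Car2 with no filter on low counts (0.124) and limma-voom (0.0537), that of Ccna2 with no filter on low counts (0.0637) and that of Fap with no filter on low counts (0.119), the replicate number as a block (0.0721) and the marrow cell covariate (0.0721).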
